# Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination

**DOI:** 10.1038/s41467-020-17740-1

**Published:** 2020-08-07

**Authors:** Lars Muhl, Guillem Genové, Stefanos Leptidis, Jianping Liu, Liqun He, Giuseppe Mocci, Ying Sun, Sonja Gustafsson, Byambajav Buyandelger, Indira V. Chivukula, Åsa Segerstolpe, Elisabeth Raschperger, Emil M. Hansson, Johan L. M. Björkegren, Xiao-Rong Peng, Michael Vanlandewijck, Urban Lendahl, Christer Betsholtz

**Keywords:** Transcriptomics, Cardiovascular biology

## Abstract

Many important cell types in adult vertebrates have a mesenchymal origin, including fibroblasts and vascular mural cells. Although their biological importance is undisputed, the level of mesenchymal cell heterogeneity within and between organs, while appreciated, has not been analyzed in detail. Here, we compare single-cell transcriptional profiles of fibroblasts and vascular mural cells across four murine muscular organs: heart, skeletal muscle, intestine and bladder. We reveal gene expression signatures that demarcate fibroblasts from mural cells and provide molecular signatures for cell subtype identification. We observe striking inter- and intra-organ heterogeneity amongst the fibroblasts, primarily reflecting differences in the expression of extracellular matrix components. Fibroblast subtypes localize to discrete anatomical positions offering novel predictions about physiological function(s) and regulatory signaling circuits. Our data shed new light on the diversity of poorly defined classes of cells and provide a foundation for improved understanding of their roles in physiological and pathological processes.

## Abstract (web summary)

To define and distinguish fibroblasts from vascular mural cells have remained challenging. Here, using single-cell RNA sequencing and tissue imaging, the authors provide a molecular basis for cell type classification and reveal inter- and intra-organ diversity of these cell types.

## Introduction

Fibroblasts, originally observed by Virchow^1^ and Duvall^2^ in the mid-1800s, are cells embedded within the fibrous or loose connective tissues of most mammalian organs^3^. Here, fibroblasts contribute to the formation and turnover of extracellular matrix (ECM), thereby providing tissues with different tensile properties and water content^4^. Fibroblasts also have important pathophysiological and pathological functions, e.g., in wound contraction and tissue fibrosis^5–7^. However, anonymous morphology and lack of specific molecular markers make resident tissue fibroblasts challenging to study^8^ in contrast to other connective tissue cell types, e.g., osteoblasts/cytes, chondrocytes, adipocytes and blood cells. Fibroblast heterogeneity within and between organs therefore remains largely unexplored. It is also unclear how closely related fibroblasts are to vascular mural cells (vascular smooth muscle cells (SMC) and pericytes)^4,9–11^ which, provide stability, contractility and elasticity to blood vessels and are dysregulated in several macrovascular and microvascular diseases^12,13^.

To help bring more clarity to some of these questions, we here analyze fibroblasts, pericytes and SMC from four different organs in the mouse using single-cell RNA-sequencing (scRNAseq). The organs (heart, skeletal muscle, colon, and bladder) were chosen to harbor different types of muscle with or without mucosal linings, thereby encompassing physiological environments and demands that may reflect differences in fibroblast and mural cell functions. Our study provides molecular fingerprints for fibroblasts and mural cell archetypes and subtypes and reveals extensive inter- and intra-organ fibroblast heterogeneity in terms of molecular signatures and anatomical locations, implicating distinct physiological specializations. By decoding the complexity of some of the least known vascular and connective tissue cell types in the mammalian body, we provide molecular information important to advance our understanding of organ physiology and disease.

## Results

### Gene expression demarcates fibroblasts from mural cells

Cells were collected from adult mouse heart, skeletal muscle, colon, and urinary bladder based on their expression of reporters and/or antibody-recognized epitopes for platelet-derived growth factor receptor-α (*Pdgfra*) and/or -β (*Pdgfrb*), chondroitin sulfate proteoglycan 4 (*Cspg4*) and smooth muscle actin α-2 (*Acta2*). These markers are known to be expressed broadly in mesenchymal cells including fibroblasts and mural cells^11,14,15^. Single-cell transcriptomes were generated from a total of 6158 cells using the SmartSeq2 protocol^16^ (Fig. 1a, Supplementary Fig. 1a) and analyzed using the pagoda2 and SPIN algorithms^17–19^, generating primary bar plot graphs and UMAP (uniform manifold approximation and projection)^20^ visualization plots (Fig. 1b, Supplementary Fig. 1b, c).

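For the colon, 1646 single cells of male mice aged 10 to 20 weeks were analysed, and each cell is a separate library. In SmartSeq2, the poly(A) RNA of 1 sorted cell is copied into full-length cDNA by template switching, amplified by PCR and fragmented with Tn5 transposase. The libraries of a 384-well plate were sequenced together on a HiSeq3000 lane with single reads of 50 bases, and no molecular identifiers were used. The cells were sorted as CD31-negative events from 4 reporter lines, in which a fluorescent protein marks cells that use the promoter of the named gene. They comprised 761 cells from PdgfrbGFP mice on 4 plates, 567 from Acta2GFP mice on 2 plates, 227 from PdgfraGFP mice on 2 plates and 91 from Cspg4dsRED mice on 1 plate. The tissue of Acta2GFP mice was dissociated with elastase in addition to the other enzymes, and the methods also mention combinations of the strains. The authors trimmed adapters, mapped the reads to GRCm38 with TopHat2, counted reads per gene with featureCounts and deposited raw counts, without normalization or correction between plates, for 46517 genes and 92 ERCC spike-in RNAs. The total per cell, spike-ins included, ranged from 50274 to 1502879 with a median of 252335.5. Counts on genes ranged from 47598 to 1494292 per cell, with medians of 296654 in PdgfrbGFP, 170222 in Acta2GFP, 322654 in PdgfraGFP and 113721 in Cspg4dsRED cells.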

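Spike-in counts were left out of the levels, tests and shares of cells with a count given here for the colon. For levels, the counts of each cell were scaled to 500000, the scale of the paper's bar plots, averaged over the cells of a class within a reporter line, and then given as mean ± SD over the lines with at least 10 cells of the class. For tests, raw counts of the cells of a class were summed within each line, and the sums were compared with edgeR after TMM normalization. Cells were thus not taken as replicates. The labels name the line and the plate of a cell but no mouse, so each line counts as 1 sample. The spread between lines includes differences between strains, in dissociation and in the mix of clusters within a class. Shares of the cells of a class with a count of a gene are given as deposited and after thinning each cell to 50000 counts, which leaves out 11 shallower cells. Low counts have a measured limit: within plates, counts of 5 mural cell genes in fibroblasts rose with the counts of these genes in wells of the same row or column, with a mean Spearman's rho of 0.679 over 6 plates and 832 cells (permutation test, two-sided, p = 0.0001, the smallest that 10000 permutations can give). The rho is across cells, which are not independent replicates.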

**Fig. 1:**
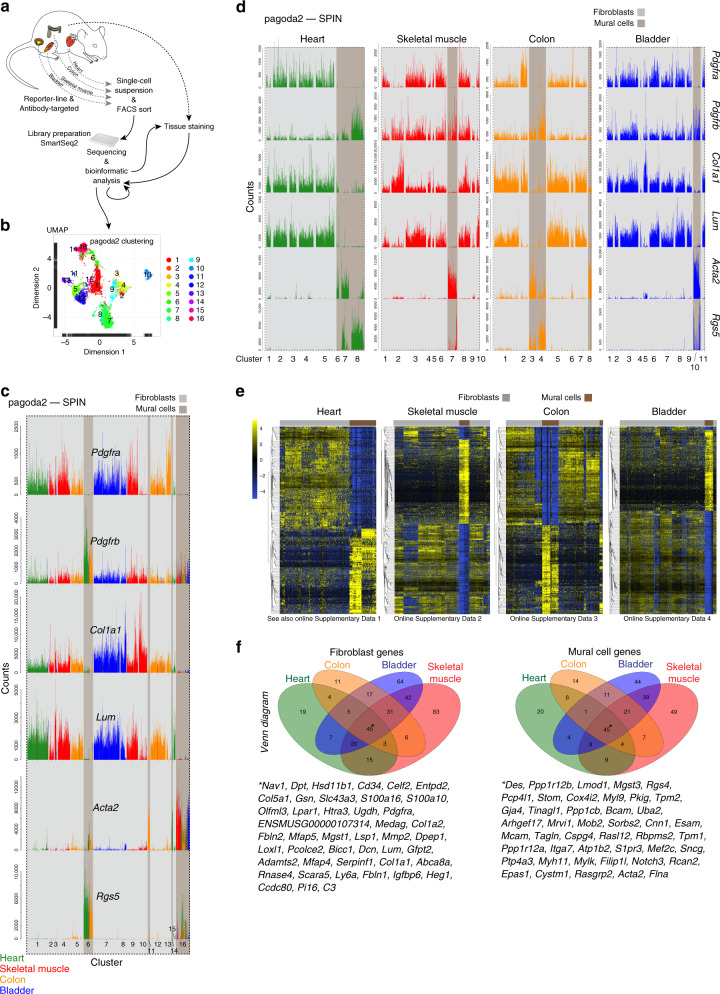
Outline and cell archetype identification. **a** Study outline. **b** Pagoda2 clustering of the complete dataset (16 clusters) superimposed onto a UMAP dimensional reduction visualization. **c** Bar plots showing the expression of canonical fibroblast and mural cell markers in individual cells (bars) of the 16 pagoda2 clusters, the cell order in each cluster determined by SPIN. **d** Same data as in **c** but with pagoda2 clusters assigned and cells SPIN-ranged in each organ separately (see Supplementary Fig. 2a for corresponding UMAPs). **e** Expression heat maps (blue, low; yellow, high) showing the most differentially expressed genes between fibroblasts and mural cells in each respective organ dataset (for zoomable images, see Online Supplementary Datas 1–4). **f** Venn diagrams of differential expressed genes within the respective organ. Middle/asterisk: list of markers common for the four organs (see also Supplementary Table 1).

Based on established markers for fibroblast and mural cell types in the brain vasculature^11,13^, we first assigned preliminary annotations of fibroblast and mural cell archetypes in the combined dataset representing all four organs, and out of the 16 distinct clusters, 12 comprised fibroblasts, and 4 mural cells (Fig. 1c, Supplementary Data 1). Distinct fibroblast and mural cell clusters were also assigned in each organ separately (Fig. 1d, Supplementary Fig. 2a, b, Supplementary Data 1). 

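In the colon, the authors' deposited annotation gives 8 clusters, of which 5 hold 1307 fibroblasts and 3 hold 339 mural cells. The fibroblasts comprised 223 cells of cluster 7 (base of the crypt), 425 of cluster 5 (base to middle), 483 of cluster 1 (middle), 45 of cluster 6 (middle to apex) and 131 of cluster 2 (apex). The mural cells comprised 142 pericytes (cluster 4), 141 vascular smooth muscle cells (SMC, cluster 3) and 56 interstitial SMC (cluster 8). The median of the counts on genes was 253778 per fibroblast and 221082 per mural cell. *Pdgfra*, on chromosome 5 from 75152292 to 75198215 of GRCm38, had 302 ± 55.0 (SD, n = 4 lines) counts per 500000 in fibroblasts and 11.1 ± 9.48 (SD, n = 3 lines) in mural cells. *Pdgfrb*, on chromosome 18 from 61045150 to 61085061, had 171 ± 52.4 in fibroblasts and 615 ± 366 in mural cells. The lines contributed unequally to the 2 archetypes, since mural cells made up 69.2% of the Cspg4dsRED cells (95% Clopper-Pearson interval 58.7 to 78.5), 25.0% of the PdgfrbGFP cells (21.9 to 28.2), 14.8% of the Acta2GFP cells (12.0 to 18.0) and 0.881% of the PdgfraGFP cells (0.107 to 3.15). These intervals cover counting error only, and the sorting gates differed between the lines.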

UMAP visualization confirmed the pagoda2-SPIN clustering results, providing distinct separation of mural cells and fibroblasts in all organs (Supplementary Fig. 2c).

Next, a genome-wide list of fibroblast and mural cell-specific markers was produced for each organ by differential expression analysis. We used stringent criteria for gene qualification, including high expression level and specificity, in order to pinpoint markers suitable for immunohistochemistry and in situ RNA hybridization analysis (Fig. 1e; Supplementary Datas 1–4; these and all following Supplementary data files are accessible at [https://betsholtzlab.org/Publications/FibroblastMural/database.html]. 

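For the colon, sums of the fibroblasts of 4 lines were compared with sums of the mural cells of 3 lines. Among 19173 genes tested, 615 were higher in fibroblasts and 644 were higher in mural cells at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was counted as enriched when it also had a log2 fold change of at least 2 and at least 100 counts in at least 30% of the cells of its class, which are the criteria of the methods applied to sums per line. These left 86 fibroblast-enriched and 77 mural cell-enriched genes. Among the alternatives, leaving out the PdgfrbGFP line changed both numbers by the largest factor, to 23 and 33, while applying the 100-count criterion after scaling raised them to 130 and 135. Among enriched genes that were higher in each of the 3 lines with both archetypes, the largest log2 fold changes toward fibroblasts were those of *Htra3* (5.23), *Fndc1* (5.14), *Dpep1* (4.97), *Hsd11b1* (4.97) and *Pdgfra* (4.94). Toward mural cells they were those of *Olfr558* (-9.27), *Notch3* (-8.60), *Rgs4* (-8.45), *Lmod1* (-8.40) and *Pcp4l1* (-8.28). With the line as a block, *Fndc1*, *Dpep1*, *Hsd11b1* and *Pdgfra* lost their call, at adjusted p values of 0.0513, 0.0595, 0.0684 and 0.0783 by edgeR. Without the PdgfrbGFP line, only *Htra3*, *Lmod1* and *Pcp4l1* of these 10 genes kept theirs. The clusters were defined from the same counts, so these tests describe the classes and are not independent of how the classes were drawn.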

We searched the organ-specific lists for commonly expressed genes (Fig. 1f) to produce a short-list of putative universal markers distinguishing fibroblasts and mural cells. In this way, we found that 12.1% (45 out of 372) and 15.9% (45 out of 283) of the fibroblast- and mural cell-enriched genes, respectively, overlapped between all four organs (Fig. 1f). The short-list of common fibroblast markers included many ECM genes, such as *Col1a1*, *Col1a2*, *Col5a1*, *Loxl1*, *Lum*, *Fbln1*, and *Fbln2*, as well as the cell surface receptors *Cd34* and *Pdgfra*. 

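All 9 of these genes were higher in colon fibroblasts than in colon mural cells. *Col1a1*, on chromosome 11 from 94936224 to 94953042, had 1958 ± 396 (SD, n = 4 lines) counts per 500000 in fibroblasts and 317 ± 70.3 (SD, n = 3 lines) in mural cells, a log2 fold change of 2.82 (standard error 0.276, adjusted p = 0.000567 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The corresponding log2 fold changes were 2.26 for *Col1a2*, 2.74 for *Col5a1*, 3.33 for *Loxl1*, 4.05 for *Lum*, 4.35 for *Fbln1* and 4.85 for *Fbln2*. *Cd34* had 791 ± 227 counts in fibroblasts and 32.8 ± 24.0 in mural cells, with a log2 fold change of 4.66, and *Pdgfra* had a standard error of 0.995 and an adjusted p of 0.0175 by edgeR's quasi-likelihood test. Over 10 alternatives of the processing, *Col1a1*, *Col1a2*, *Col5a1* and *Fbln1* stayed under an adjusted p of 0.05 in each. Without the PdgfrbGFP line, *Loxl1*, *Lum*, *Fbln2*, *Cd34* and *Pdgfra* no longer did, and *Fbln2* and *Pdgfra* also lost the call without the Acta2GFP line and with the line as a block. The highest adjusted p among these was 0.109 for *Loxl1*. Of 25 genes named for fibroblasts or mural cells, 23 passed when adjusted over the list alone and 19 when adjusted over all genes tested. A gene passed here with a difference in either direction. The list also holds *S100a4*, *Pdgfrb* and *Anpep*, which the paper's short-lists leave out, so passing is not the same as the paper's claim holding. Over the 10 alternatives the second count was 11 (without the PdgfrbGFP line) to 23 (with plates as replicates). Part of this list was chosen by the study on these cells, so neither count is independent evidence.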

Importantly, this list did not contain the often-used marker fibroblast-specific protein-1 (FSP1 a.k.a. *S100a4*)^3,21^. 

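*S100a4*, on chromosome 3 from 90603771 to 90606045, had 18.1 ± 8.69 (SD, n = 4 lines) counts per 500000 in colon fibroblasts and 6.44 ± 3.45 (SD, n = 3 lines) in mural cells. The log2 fold change of 1.68 (standard error 0.602) was not past the threshold, with an adjusted p of 0.141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted p ranged from 0.0377 to 0.397 over 10 alternatives and was under 0.05 in 1 of them, DESeq2. A count was seen in 42.9% of fibroblasts and 23.9% of mural cells, and after thinning in 24.1% and 12.9%.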

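In colon mural cells, *Des* had 788 ± 263 (SD, n = 3 lines) counts per 500000 against 30.9 ± 8.67 (SD, n = 4 lines) in fibroblasts, a log2 fold change from mural cells to fibroblasts of -4.54 (standard error 0.389, adjusted p = 0.000405 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the same scale the log2 fold change was -8.17 for *Mcam*, -5.85 for *Tagln* and -8.60 for *Notch3*. *Notch3* lost its call without the Cspg4dsRED line and without the PdgfrbGFP line, with an adjusted p of at most 0.0707, whereas *Des*, *Mcam* and *Tagln* kept theirs under all 10 alternatives. For *Pdgfrb* the log2 fold change was -1.73 (standard error 0.431), which did not reach the fold criterion of 2. Its adjusted p was 0.0433 by edgeR's quasi-likelihood test. It rose to as much as 0.198 under 4 alternatives that lost the call, including leaving out any of the Cspg4dsRED, PdgfraGFP and PdgfrbGFP lines. The mural types differed, with 1132 (Cspg4dsRED) and 1138 (PdgfrbGFP) counts of *Pdgfrb* in pericytes. Vascular SMC had 337 to 555, and interstitial SMC of the Acta2GFP line had 93.6. Interstitial SMC were 52 of the 84 mural cells of that line, whose mural mean was 195, against 781 in Cspg4dsRED and 869 in PdgfrbGFP. The mural mean and the fold change thus depend on the mix of types in each line. *Anpep*, on chromosome 7 from 79821803 to 79861059, had 28.8 ± 2.44 counts in fibroblasts and 8.75 ± 5.98 in mural cells, so its log2 fold change of 1.57 pointed to fibroblasts, with an adjusted p of 0.175 by the same edgeR test, and 0.0131 with plates as replicates, the only one of 10 alternatives under 0.05.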

The mural cell short-list encompassed the known mural cell markers *Des*, *Mcam*, *Tagln* and *Notch3*, but not the commonly used markers *Pdgfrb*, and *Anpep* (CD13)^13^. These data identify gene expression signatures that distinguish fibroblasts from mural cells across organs and pinpoint ambiguities with several commonly used markers. Of note, no single transcript qualified as a specific pan-fibroblast or pan-mural cell marker. For example, *Pdgfra*, which is missing in mural cells, is expressed in most, albeit not all, fibroblast subtypes (Fig. 1d). Likewise, *Rgs5*, which is missing in fibroblasts, is expressed in pericytes but missing in some SMC populations (Fig. 1d). 

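In the colon, 97.6% of fibroblasts and 48.1% of mural cells had at least 1 *Pdgfra* count, or 93.0% and 27.2% after thinning. At least 100 counts were seen in 45.4% of fibroblasts (95% Clopper-Pearson interval 42.7 to 48.2) and in 5 of 339 mural cells, or 1.47% (0.481 to 3.41). Counts of 5 fibroblast genes in mural cells, *Pdgfra* among them, rose with the counts in wells of the same row or column of the plate, with a mean Spearman's rho of 0.565 over 6 plates and 329 cells (permutation test, two-sided, p = 0.0001, the smallest that 10000 permutations can give), which limits what a low share can show. Across the fibroblast clusters, the mean *Pdgfra* level was 205 ± 27.0 in cluster 7, 233 ± 42.7 in cluster 5, 191 ± 37.5 in cluster 1, 607 ± 218 in cluster 6 and 1042 ± 261 in cluster 2.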

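*Rgs5*, on chromosome 1 from 169655501 to 169695813, had 27.8 ± 5.41 (SD, n = 4 lines) counts per 500000 in colon fibroblasts and 1577 ± 1032 (SD, n = 3 lines) in mural cells, a log2 fold change of -5.95 (-6.31 to -5.43 over 10 alternatives, adjusted p = 0.000335 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within the mural cells, the level was 3262 ± 193 (SD, n = 2 lines) in pericytes, 858 ± 232 (SD, n = 3 lines) in vascular SMC and 128 in the interstitial SMC of the Acta2GFP line, the only line with at least 10 of them. Interstitial SMC were lower than vascular SMC by edgeR's quasi-likelihood test, with a log2 fold change of -2.43 and an adjusted p of 0.0191, in a fit that assumes this lone sample to vary like the others. A count was seen in 42.9% of interstitial SMC and 57.2% of fibroblasts, and in 25.9% and 34.3% after thinning.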

The lack of universally specific markers distinguishing the fibroblast class of cells from the mural cell class of cells may not be entirely surprising considering their close relationship, but the relative specificities are nevertheless critical when selecting markers suitable for cell type discrimination by in situ expression analysis. In conclusion, molecular signatures composed of several markers, ideally chosen from the 90-gene short-list (Fig. 1f), are needed to robustly and universally distinguish between fibroblasts and mural cells. The complete lists of markers are available in Supplementary Table 1 and can be searched gene-by-gene at https://betsholtzlab.org/Publications/FibroblastMural/database.html.

### Fibroblast heterogeneity reflects distinct ECM profiles

The dispersion of fibroblast clusters in the UMAP plots indicated a high degree of fibroblast heterogeneity (Fig. 2a, Supplementary Fig. 3a). This heterogeneity was primarily attributed to organ-specific differences (Fig. 2a), a conclusion supported by the pagoda2 cluster assignment (Fig. 2b). Overlaying the 16 pagoda2 clusters on top of the UMAP landscape showed a congruent cell type classification by the two methods (Fig. 2b). Since clustering of single-cell data may in part reflect batch- and cell injury-induced data skewing, it was important to couple clustering to distinct differences in marker gene expression. Indeed, the distribution of the top-50 marker genes for each of the 16 pagoda2 clusters identified fibroblast subtypes, reflecting organotypicity, as well as intra-organ heterogeneity (Supplementary Fig. 3b, Supplementary Data 5). In all analyses, the mural cells appeared considerably more homogeneous than the fibroblasts (Fig. 2a, b), despite the fact that mural cells include two cell types with clearly different cellular anatomies (pericytes and SMC).

**Fig. 2:**
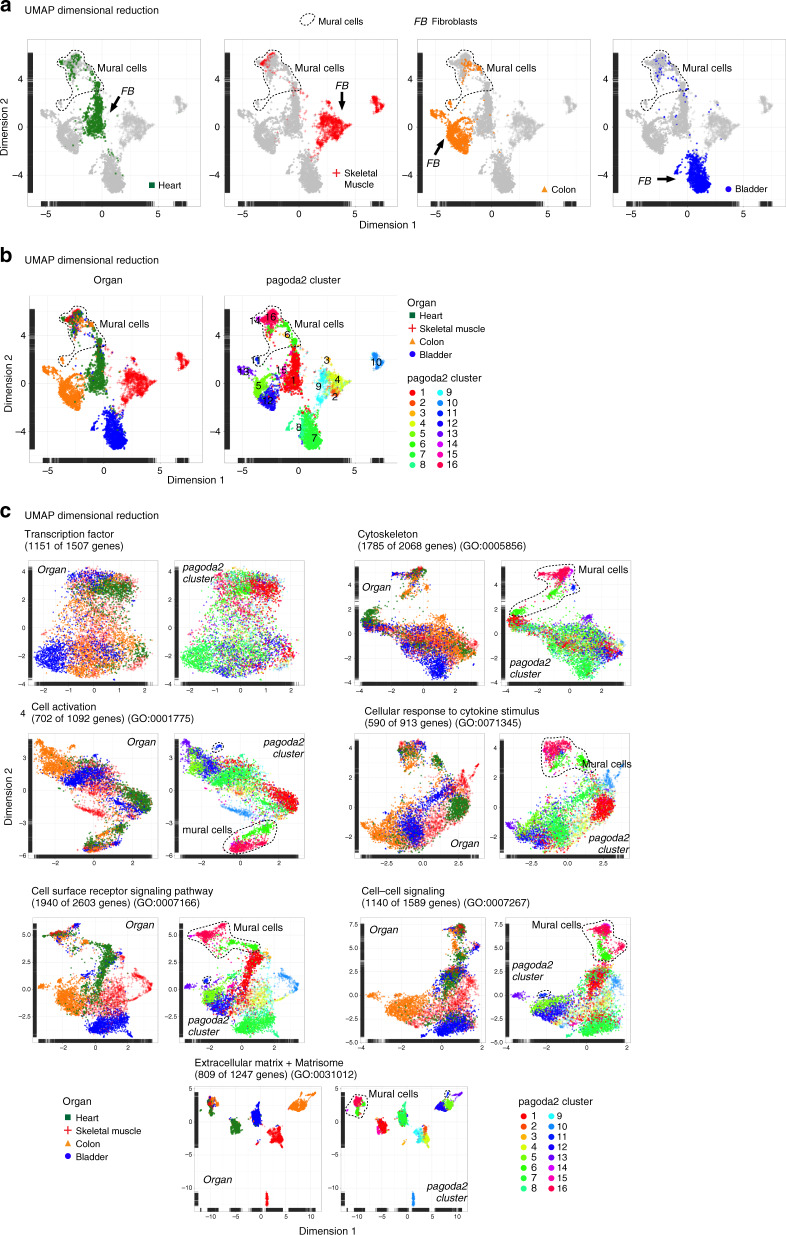
Cell dispersion criteria. **a** UMAP visualization of the complete dataset, color coded for th respective organ of origin, separately. Cell clouds containing mural cells or fibroblasts are indicated. **b** UMAP visualization color coded for the organ of origin or pagoda2 clustering result. **c** UMAP visualization using restricted gene-sets color coded for the organ of origin combined, or pagoda2 clustering result. Cell clouds containing mural cells are indicated (see also Supplementary Data 2).

To learn if any specific class of genes/proteins was a primary driver of the observed fibroblast heterogeneity, we investigated the contribution of different gene categories to the overall UMAP dispersion. These categories encompassed transcription factors^11,22^ and genes associated with the Gene Ontology (GO) terms ‘cytoskeleton’, ‘cell activation’, ‘cellular response to cytokine stimulus’, ‘cell surface receptor signaling pathway’, ‘cell–cell signaling’, or ‘ECM’, the latter complemented with genes compiled in the Matrisome Project^23^ (http://matrisomeproject.mit.edu) (Fig. 2c). Each gene category included 913–2603 genes, of which 590–1940 were expressed in our dataset (Supplementary Data 2). The ECM + matrisome gene-set stood out as the most potent driver of fibroblast heterogeneity, as indicated by the degree of dispersion in the UMAP landscapes (Fig. 2c, Supplementary Fig. 3c; the molecular details of these differences are provided in Supplementary Fig. 3d and Supplementary Data 6). The gene-sets for ‘cell surface receptor signaling pathway’ and ‘cell-cell signaling’ resulted in a cell dispersion similar to that obtained using all genes, whereas ‘transcription factor’, ‘cellular response to cytokine stimulus’ and ‘cell activation’ resulted in a more limited dispersion in UMAP visualization, suggesting that these gene categories were weaker contributors to the observed fibroblast heterogeneity (Fig. 2c). The ‘cytoskeleton’ gene-set separated the SMC and a subset of the pericytes away from the rest of the cells. These cells were α-smooth muscle actin (αSMA, *Acta2*) positive, suggesting, as expected, that a unique cytoskeletal composition is associated with cells endowed with certain contractile properties (Fig. 2c, Supplementary Fig. 3e). In conclusion, the strong fibroblast diversity primarily reflects differences in ECM production and maintenance, suggesting that fibroblasts tailor ECM production in an organ- and location-specific manner.

### Fibroblast subtypes localize to distinct anatomical niches

The single-cell fibroblast transcriptomes indicated not only inter-organ, but also intra-organ heterogeneity, again with the ECM/matrisome as major driver (Fig. 2a–c). An important question was therefore whether these fibroblast subtypes occupy distinct anatomical niches within each organ where they contribute niche-specific ECM, or whether they contribute complementary ECM components to the same niche(s). To address this question, we localized fibroblast subtypes within their respective organ.

### Skeletal muscle

Skeletal muscle harbors a complex arrangement of connective tissue and ECM^24,25^. The endomysium surrounds individual muscle cells (fibers), the perimysium surrounds groups of fibers (fascicles) and the epimysium surrounds entire muscle heads (Fig. 3a). The perimysium is continuous with the tendons^26^ and exhibits a higher collagen type-I to type-III ratio, compared to the endo- and epimysium^25^. However, it is not well understood whether different fibroblast subtypes reside in these different tissue layers, and if so, what ECM and proteoglycan components they produce^27,28^.

**Fig. 3:**
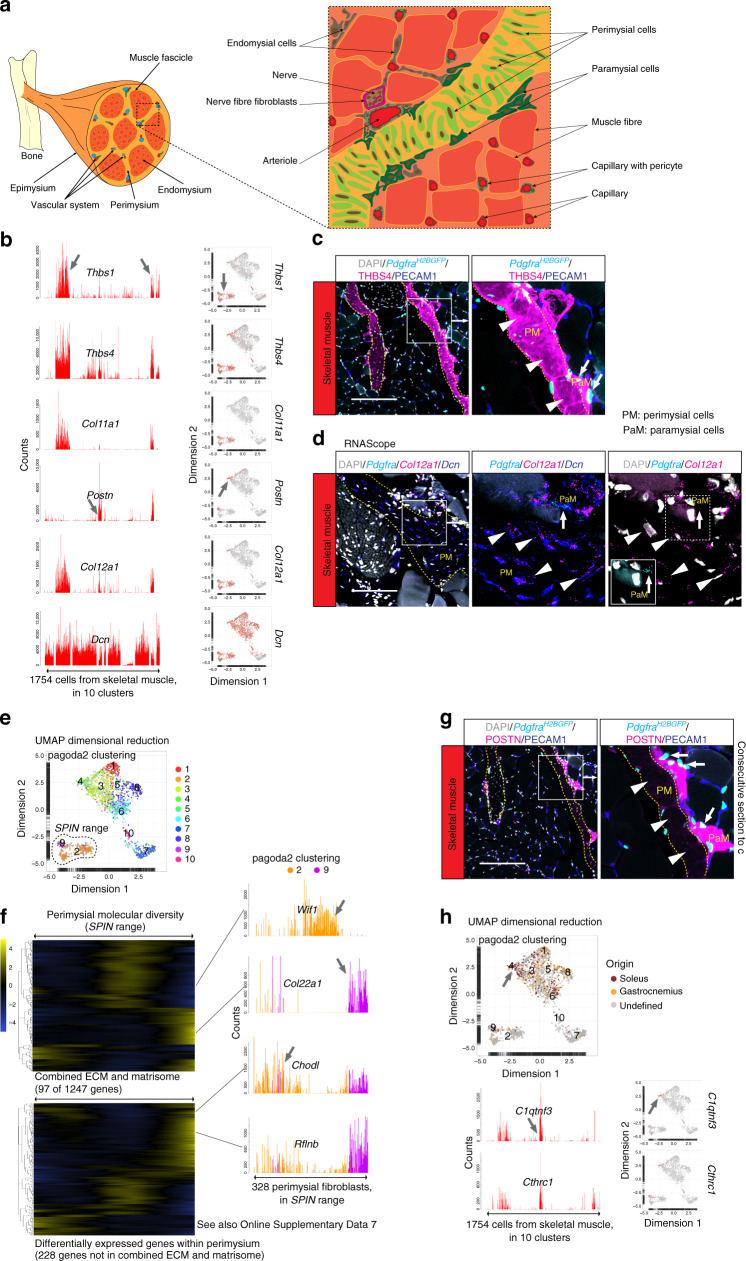
Fibroblast subtypes of the skeletal muscle. **a** Schematic depiction of skeletal muscle anatomy. **b** Bar plots and UMAP visualization (gray, low; red, high expression) showing examples of genes with cell subtype-specific expression (arrow). **c** Immunofluorescence staining of skeletal muscle from *Pdgfra*^*H2BGFP*^ reporter line for THBS4 and PECAM1. **d** RNAscope staining for *Pdgfra*, *Col12a1*, and *Dcn*. **e** UMAP visualization with pagoda2 clusters annotated and indication of cells specifically analyzed with *SPIN*. **f** Expression heat map (loess smoothed (locally weighted scatterplot smoothing) values; blue, low; yellow high) of 97 genes in the ECM + matrisome gene-set (upper) and 228 additional genes (lower) of the perimysial cells SPIN range (see also Online Supplementary Data 7). Bar plots showing examples of perimysial differentially expressed genes (arrows; *Wif1*, *Col22a1*, *Chodl*, and *Rflnb*) color coded based on pagoda2 clustering (# 2, 9). **g** Immunofluorescence staining of skeletal muscle from *Pdgfra*^*H2BGFP*^ reporter line for POSTN and PECAM1 (consecutive section to **c**). Arrowheads: perimysial cells (PM); arrows: paramysial cells (PaM). **h** UMAP visualization, color coded for cellular origin according to muscle subtype (*M. soleus*, *M. gastrocnemius* or undefined), and pagoda2 clusters annotated. Arrow indicates pagoda2 cluster 4, which is enriched in cells specifically captured from soleus muscle (upper panel). Bar plots and UMAP showing examples of cluster four enriched genes (arrows; *C1qtnf3* and *Cthrc1*). Scale bar: **c**, **g** 200 µm, **d** 100 µm.

Two of the skeletal muscle fibroblast clusters displayed high expression of thrombospondins (THBS)-1 and -4, and type-XI collagen α-1 (*Thbs1*^+^*Thbs4*^+^*Col11a1*^+^) (Fig. 3b) combined with low expression of type-III collagen α-1 (*Col3a1*) and *Pdgfra* (Supplementary Fig. 4a), suggesting that these clusters represent perimysial cells. THBS4-immunofluorescence localized these cells primarily to fasciae structures (Fig. 3c), confirming their perimysial identity and previous results regarding THBS4 expression in skeletal muscle^29^. Perimysial cells express several genes associated with tendon and cartilage development, e.g., *Col12a1*, connective tissue growth factor (*Ctgf*), *Col11a2*, tenascin-C (*Tnc*), scleraxis (*Scx*), and tenomodulin (*Tnmd*) (Fig. 3b, d, Supplementary Fig. 4a). It has been proposed that the perimysium is heterogeneous^24^. Accordingly, we observed molecular diversity within the perimysial cell clusters, exemplified by the expression of *Wif1* (an inhibitor in the WNT pathway), *Col22a1* (a collagen suggested to be present at the myotendinous junction and important for its stabilization)^30^, *Chodl* (chondrolectin) and *Rflnb* (refilin B) in distinct sets of perimysial cells (Fig. 3e, f, Supplementary Fig. 4b) and differential expression of a large number of matrisome as well as non-matrisome genes across a SPIN range of the perimysial cells (Fig. 3f, Supplementary Data 7). To what extent this heterogeneity reflects different anatomical location of different perimysial cell subtypes/states remains to be investigated. In addition to the perimysial cells, we identified a second *Thbs4*^+^ skeletal muscle fibroblast subtype (pagoda2 cluster 4), which was *Thbs1*^low^*Thbs4*^+^*Col11a1*^low^ and further expressed *Pdgfra* and periostin (*Postn*) (Fig. 3b, Supplementary Fig. 4a). POSTN immunofluorescence localized these cells to the interface between the perimysium and the endomysium (Fig. 3g), and because of this unique localization and the distinct gene expression profile we refer to these cells as paramysial cells. In experiments where *m. soleus* and *m. gastrocnemius* were processed separately, paramysial cells (marked also by *C1qtnf3* and *Cthrc1*) were more abundantly captured from *M. soleus* (Fig. 3h) suggesting that fibroblast subtype abundance may differ between muscles. Although paramysial cells co-expressed several genes with perimysial cells (*Thbs4*, *Col12a1*, *C1qtnf3*, and *Cthrc1*) their distribution in UMAP was closer to the endomysial cells (Fig. 3b, h), which formed five pagoda2 clusters (#1, 3, 5, 6, 8) with limited dispersion in the UMAP landscape (Supplementary Fig. 2a). We anticipate that these clusters harbor fibroadipogenic progenitors and perivascular fibroblasts in addition to endomysial fibroblasts, but this will require further analysis. Finally, we identified an additional fibroblast subtype in the skeletal muscle (pagoda2 cluster 10) defined by expression of *Cspg4*, *Pdgfra*, and nerve growth factor receptor (*Ngfr*) (Supplementary Fig. 2a, Supplementary Fig. 4a, c). These cells were localized at the margin of nerve fibers that are often found close to major blood vessels (Supplementary Fig. 4c). Collectively, these data reveal specific fibroblast subtypes in skeletal muscle, with distinct anatomical locations.

### Heart

The heart lacks perimysial ECM layers (Fig. 4a). Nevertheless, we found a cardiac fibroblast subtype (pagoda2 cluster 1) with distinct transcriptional similarity to skeletal muscle perimysial cells, including shared expression of *Wif1*, and cartilage oligomeric matrix protein (*Comp*) (Supplementary Fig. 5a). WIF1 and CYP2E1 immunofluorescence and *Wif1* RNAscope localized these cells to the cardiac valves and their adjacent hinge regions (Fig. 4b–d, Supplementary Fig. 5b). These fibroblasts are likely identical to one or more of the recently described cardiac valve interstitial cell types^31,32^. We found ten commonly enriched genes in skeletal muscle perimysial and cardiac valve interstitial cells, including *Thbs1*, *Comp*, and *Fmod* (fibromodulin) (Fig. 4e, f, Supplementary Table 2), similarities that may reflect common functions related to ECM tensile strength. Similar to the skeletal muscle endomysial cells, the majority of the cardiac fibroblasts distributed into four pagoda2 clusters (# 2–5) with limited dispersion in the UMAP landscape (Supplementary Fig. 2a). Putative heterogeneity within this major cardiac fibroblast population and its similarity to skeletal muscle endomysial and perivascular fibroblasts awaits further investigation.

**Fig. 4:**
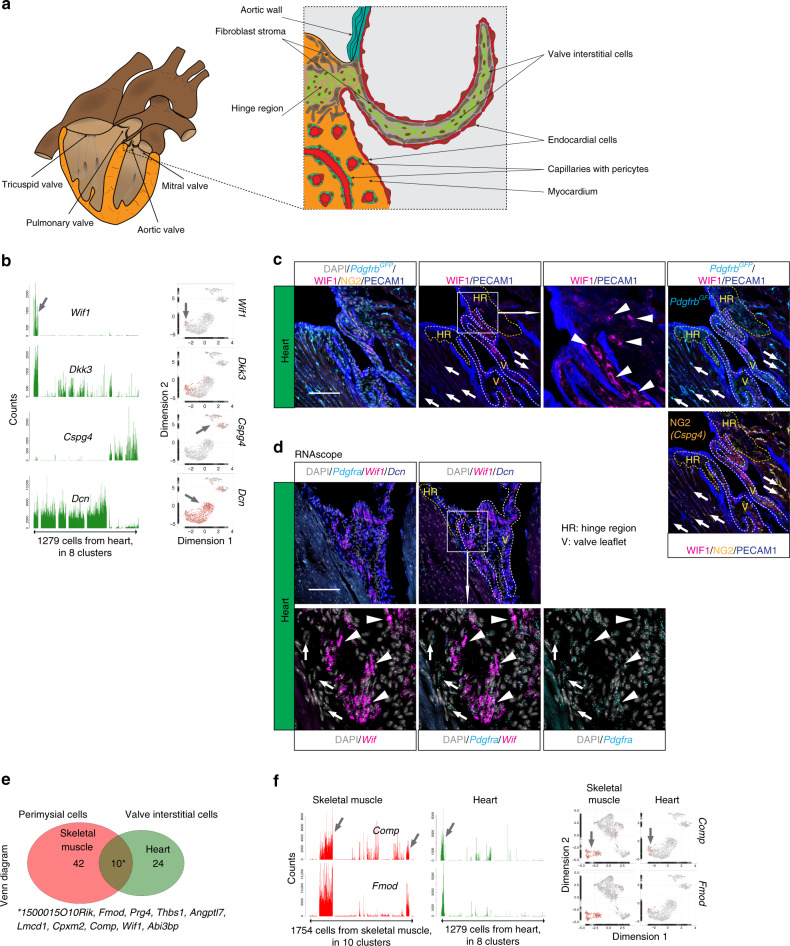
Fibroblast subtypes of the heart. **a** Schematic depiction of heart anatomy. **b** Bar plots and UMAP visualization (gray, low; red, high expression) showing examples of cell subtype-specific expression (arrow). **c** Immunofluorescence staining of heart from the *Pdgfrb*^*GFP*^ reporter line for WIF1, NG2, and PECAM1, focused on the cardiac valve and hinge region. **d** RNAscope staining for *Pdgfra*, *Wif1*, and *Dcn*, focused on the cardiac valve region. Arrowheads: valve interstitial cells; arrows: pericytes; HR: hinge region, V: valve leaflet. Scale bar: 100 µm. **e** Venn diagram showing skeletal muscle perimysial- and heart valve interstitial cell co-enriched genes. **f** Examples of co-enriched genes presented as bar plots and UMAP (gray, low; red, high expression). Asterisk: gene list of commonly enriched genes (see also Supplementary Table 2).

### Colon

The colonic mucosa lacks villi but harbors millions of regularly spaced crypts (Fig. 5a). Because molecular heterogeneity along a mesenchymal crypt–villus axis has been demonstrated in small intestinal villi^33–35^, we asked if a similar mesenchymal crypt–surface axis (from base to apex) could be defined within the colonic mucosa. Indeed, we found that distinct subpopulations of colon fibroblasts differed in terms of gene expression (Fig. 5b) and localization along the crypt–surface axis. 

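For this comparison, sums of the apex fibroblasts (cluster 2) of 3 lines were set against sums of the other fibroblasts (clusters 1, 5, 6 and 7) of 4 lines. Of 15964 genes tested, 504 were higher and 569 were lower in apex fibroblasts at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 100 apex-enriched and 61 apex-depleted genes met the fold and detection criteria. Without the Acta2GFP line these numbers were 69 and 9. The largest log2 fold changes among the enriched genes were those of *Lpar3* (8.78), *Lef1* (8.40), *Dmp1* (8.16), *Ptprr* (7.90) and *Nrg1* (7.24). Among apex-depleted genes lower in every line with both classes, the lowest were *Sema3c* (-5.77), *Cd55* (-5.41), *Adgrd1* (-5.07), *Serpinf1* (-5.05) and *Pcolce2* (-4.98). Each of these lost its call without the Acta2GFP line, as did *Nrg1*. Apex fibroblasts made up 24.2% of the PdgfraGFP cells (95% Clopper-Pearson interval 18.8 to 30.3), 7.76% of the Acta2GFP cells (5.69 to 10.3), 3.94% of the PdgfrbGFP cells (2.68 to 5.58) and 2.20% of the Cspg4dsRED cells (0.267 to 7.71).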

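*Tnc*, on chromosome 4 from 63959785 to 64047015, had 1972 ± 121 (SD, n = 3 lines) counts per 500000 in the apex fibroblasts of cluster 2 and 229.7 ± 74.4 (SD, n = 4 lines) in the fibroblasts of clusters 1, 5 and 7. The log2 fold change was 3.51 (standard error 0.229, adjusted p = 0.000132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd34*, on chromosome 1 from 194938819 to 194961279, had 41.3 ± 37.4 counts in cluster 2 and 916 ± 161 in clusters 1, 5 and 7, a log2 fold change of -4.33 (standard error 0.830, adjusted p = 0.0144 by the same edgeR test). The *Cd34* call was lost without the Acta2GFP line, with an adjusted p of 0.143, while that of *Tnc* held under all 10 alternatives. A *Cd34* count was seen in 82.4% of apex fibroblasts, or 57.3% after thinning, against 81.7% and 49.1% of mural cells.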

Cells expressing *Tnc*, but not *Cd34* (*Tnc*^+^*Cd34*^−^) were localized immediately beneath the surface epithelium (Fig. 5c, d, Supplementary Fig. 6a). In contrast, *Tnc*^−^*Cd34*^+^ fibroblasts were located deeper down in the lamina propria and in the muscularis mucosa (the *Tnc* expression in the muscularis externa likely originates from SMC in this layer) (Fig. 5e, f). 

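Between the fibroblast clusters of the colon, *Tnc* was lowest in cluster 7 with 16.9 ± 13.3 (SD, n = 3 lines) counts per 500000 and had 54.5 ± 44.5 (SD, n = 4 lines) in cluster 5. In cluster 1 it had 542 ± 12.2 counts beside 595 ± 101 of *Cd34*, so this cluster held both transcripts in all 3 lines with at least 10 of its cells. *Cd34* had 1293 ± 247 counts in cluster 7, 1026 ± 126 in cluster 5 and 30.2 ± 25.6 in cluster 6. In the mural cells, *Tnc* had 48.8 ± 4.49 counts in vascular SMC and 141 in the interstitial SMC of 1 line. Cells of the muscularis externa are not annotated as a class of their own, and their *Tnc* level was not analysed here.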

The *Tnc*^−^*Cd34*^+^ fibroblast population is probably similar to the recently described crypt stromal cells that are implicated in epithelial stem cell maintenance^36^, as well as to previously described ‘WNT ligand-secreting mesenchymal’ cells^37,38^. The localization of *Tnc*^+^*Cd34*^−^ fibroblasts at the apex of the crypt was confirmed by interleukin-33 receptor (IL33R, encoded by *Il1rl1*) immunofluorescence co-localizing with *Pdgfra*^+^ and COX-2^+^ (*Ptgs2*) (Supplementary Fig. 6b) cells, which have previously been shown to reside at the apex of the crypt^39^. These two major fibroblast populations also differed with regard to expression of components of the BMP and WNT signaling pathways, which are important for epithelial differentiation in the colon^40,41^. 

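*Il1rl1*, on chromosome 1 from 40429570 to 40465415, had 269.7 ± 140.4 (SD, n = 3 lines) counts per 500000 in apex fibroblasts and 0.891 ± 0.448 (SD, n = 4 lines) in the fibroblasts of clusters 1, 5 and 7, a log2 fold change of 8.73 (standard error 0.632, adjusted p = 0.000181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ptgs2* had 1093 ± 262 counts against 28.4 ± 8.49, a log2 fold change of 5.26 (standard error 0.359). For *Pdgfra* the log2 fold change was 2.67 (standard error 0.298), and for *Lama5* it was 6.64 (standard error 0.701). The calls of these 4 genes held under all 10 alternatives. A count of *Il1rl1* was seen in 71.0% of apex fibroblasts and of *Ptgs2* in 97.7%, or 55.0% and 94.7% after thinning. The paper takes the co-localization of the *Il1rl1* product with PDGFRα and COX-2 in tissue sections as evidence that these cells lie at the apex of the crypt.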

The apex *Tnc*^+^*Cd34*^−^ fibroblasts specifically expressed BMP ligands (*Bmp2*, *Bmp5*, and *Bmp7*), whereas *Tnc*^-^*Cd34*^+^ fibroblasts at the crypt base expressed WNT ligands (*Wnt2* and *Wnt2b*) and receptors; frizzled class receptor 1 (*Fzd1*), *Fzd4* and the secreted soluble frizzled related protein 1 (*Sfrp1*) (Supplementary Fig. 7a, b, Supplementary Data 8). 

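In apex fibroblasts, *Bmp2* had 457 ± 80.6 (SD, n = 3 lines) counts per 500000 against 13.8 ± 8.36 (SD, n = 4 lines) in the fibroblasts of clusters 1, 5 and 7, with a log2 fold change of 4.95 (standard error 0.443, adjusted p = 0.000372 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of *Bmp5* and *Bmp7* were 3.34 and 4.34. *Bmp5* had 618 ± 151 (SD, n = 2 lines) counts in cluster 6 and 163 ± 8.56 (SD, n = 3 lines) in cluster 1. *Wnt2* was lower in apex fibroblasts, with a log2 fold change of -5.44 (standard error 1.14, adjusted p = 0.0203 by the same edgeR test), and so were *Wnt2b* (-5.04), *Fzd1* (-2.29), *Fzd4* (-2.22) and *Sfrp1* (-2.42). Of 15 genes named for this axis, 15 passed when adjusted over the list alone and 15 over all genes tested, 9 higher and 6 lower in apex fibroblasts. The study chose these genes on these cells, so neither count is independent evidence. Without the Acta2GFP line, 8 of the 15 passed, and *Bmp7*, *Wnt2*, *Wnt2b*, *Fzd1* and *Fzd4* were among those lost. *Wnt2b* was also lost without the PdgfraGFP line, and *Fzd4* without the PdgfrbGFP line and with the line as a block. Within the *Cd34*-positive clusters, *Wnt2* was highest in cluster 7 with 91.0 ± 27.2 counts, whereas *Wnt2b* (99.1 ± 31.8), *Fzd1* (279 ± 54.8) and *Sfrp1* (556 ± 63.9) were highest in cluster 1, against 30.2 ± 24.2, 77.2 ± 22.2 and 99.1 ± 17.6 in cluster 7. The paper states these levels as a difference between its 2 major populations.

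**Figure D1:**
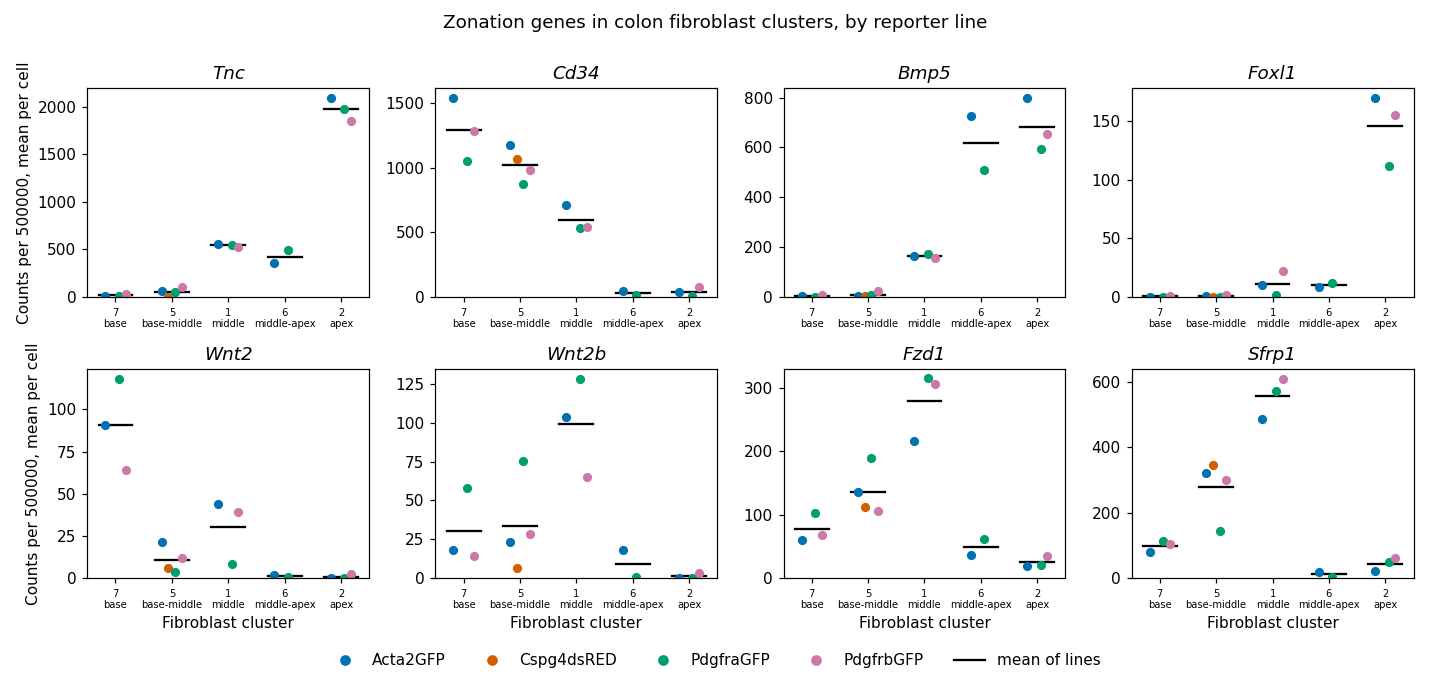
Levels of 8 genes in the 5 fibroblast clusters of the colon, in counts per 500000 on a linear axis, with a point for the mean of each reporter line with at least 10 cells of the cluster and a black line for the mean of the lines. *Tnc* is highest in cluster 2, while *Wnt2b*, *Fzd1* and *Sfrp1* peak in cluster 1.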

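*Foxl1*, on chromosome 8 from 121127940 to 121130644, had 146 ± 30.4 (SD, n = 3 lines) counts per 500000 in the apex fibroblasts of the colon and 5.38 ± 4.01 (SD, n = 4 lines) in the fibroblasts of clusters 1, 5 and 7. Its log2 fold change was 5.41 (standard error 0.708, adjusted p = 0.00235 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call was lost without the Acta2GFP line, with an adjusted p of 0.0580. A count was seen in 83.2% of apex fibroblasts and 26.8% of the fibroblasts of clusters 1, 5 and 7, or 74.0% and 9.69% after thinning. In cluster 6, the level was 10.6 ± 2.42 (SD, n = 2 lines).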

Interestingly, the forkhead box L1 (*Foxl1*) transcription factor, previously described to play important roles in intestinal development^42^, was amongst the crypt apex fibroblast-enriched genes, which was confirmed by RNAscope in situ RNA hybridization (Supplementary Fig. 7b, c). In sum, these observations show that fibroblasts contribute to a mesenchymal crypt-surface axis in colon, a mesenchymal differentiation that is likely of critical importance for the epithelial homeostasis^43^.

**Fig. 5:**
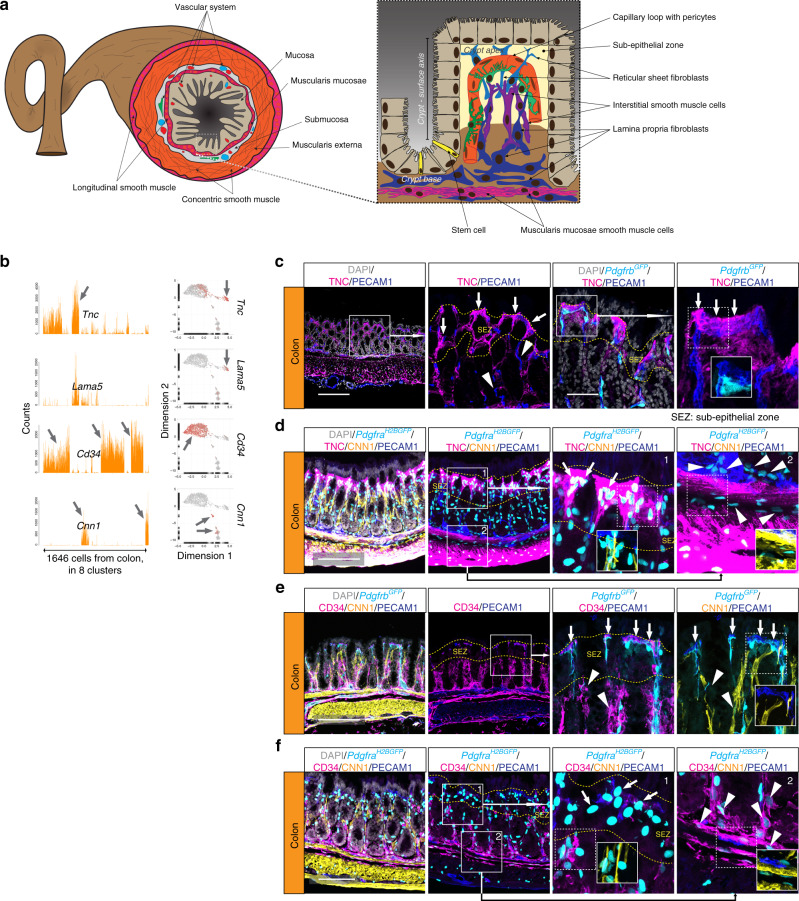
Fibroblast subtypes in the colon. **a** Schematic depiction of colon anatomy. **b** Bar plots and UMAP visualization (gray, low; red, high expression) showing examples of genes with cell subtype-specific expression (arrow). **c**–**f** Immunofluorescence staining of colon samples from reporter lines *Pdgfrb*^*GFP*^ (**c**, **e**) and *Pdgfra*^*H2bGFP*^ (**d**, **f**) for indicated markers; **c**, **d** TNC^+^ cells close to the crypt apex surface (arrows); **e**, **f** CD34^+^ cells at the crypt base (arrowheads); **d**, **f***Pdgfra*^+^ cells close to the crypt apex surface, negative for CD34 or CNN1 (arrows). Arrowheads: *Pdgfra*^+^ CD34^+^ cells at crypt base and muscularis mucosae, negative for CNN1. Scale bar: **c**, **e** 200 µm, **d**, **f** 100 µm.

### Bladder

The bladder has an anatomical configuration similar to that of the colon in the sense that epithelial (urothelial) cell layers reside on top of a mesenchyme-containing mucosa, together forming the inner lining of the detrusor muscularis^44,45^ (Fig. 6a). As in the colon, the bladder mucosa also contained fibroblast subtypes defined by *Tnc*^+^*Cd34*^−^ and *Tnc*^−^*Cd34*^+^ signatures (Supplementary Fig. 8a). The *Tnc*^+^*Cd34*^−^ fibroblasts were located immediately subjacent to the urothelium, whereas *Tnc*^−^*Cd34*^+^ fibroblasts resided at deeper locations in the bladder mucosa (Fig. 6b–d, Supplementary Fig. 8b, c). The colon and bladder fibroblast subtypes displayed additional cross-organ similarities; 13 commonly enriched genes were found in colon and bladder *Tnc*^+^*Cd34*^−^ fibroblasts, including *Ptgs1*, *Bmp5*, *Bmp7*, and *Cxcl14* (Fig. 6e, f, Supplementary Fig. 8c, Supplementary Table 3). 

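In the colon part of this comparison, *Ptgs1* had 617 ± 27.3 (SD, n = 3 lines) counts per 500000 in apex fibroblasts, and its log2 fold change against all other fibroblasts was 3.33 (standard error 0.244, adjusted p = 0.000260 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the same cells, the log2 fold change was 2.97 for *Bmp5*, 3.70 for *Bmp7* and 3.90 for *Cxcl14*. All 4 calls held under 10 alternatives, with adjusted p values of at most 0.0329 by the tools used. Bladder cells were not analysed here.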

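In colon fibroblasts, *Col8a1*, on chromosome 16 from 57624258 to 57754737, had 368 ± 13.8 (SD, n = 3 lines) counts per 500000 in cluster 7 (base), 219.9 ± 42.6 (SD, n = 4 lines) in cluster 5, 42.1 ± 17.7 (SD, n = 3 lines) in cluster 1 and 6.13 ± 9.34 (SD, n = 3 lines) in apex fibroblasts. It was lower in apex fibroblasts than in the other fibroblasts, with a log2 fold change of -4.78 (standard error 1.06, adjusted p = 0.0275 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that was lost without the Acta2GFP line at an adjusted p of 0.206.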

We also found that *Col8a1* exhibited a similar expression pattern in colon and bladder muscularis and mucosal regions (Supplementary Fig. 8d). Despite these similarities, the colon and bladder fibroblast populations showed organotypic features. For example, bladder but not colon *Tnc*^+^*Cd34*^−^ fibroblasts expressed *Acta2*, possibly indicating differences in physiological contractility (Supplementary Fig. 8c). Furthermore, the sub-urothelial *Tnc*^+^*Cd34*^−^ fibroblasts expressed *Bmp2* and *Bmp3* in addition to *Bmp5* and *Bmp7* (Supplementary Fig. 8c). Together, these data reveal both important similarities and organotypic differences between colon and bladder fibroblasts.

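*Acta2*, on chromosome 19 from 34241090 to 34255590, had 163 ± 90.6 (SD, n = 3 lines) counts per 500000 in colon apex fibroblasts and 145 ± 38.3 (SD, n = 4 lines) in all colon fibroblasts, against 2974 ± 1694 (SD, n = 3 lines) in mural cells. Apex and other fibroblasts could not be separated by this gene, with a log2 fold change of 0.62 (standard error 0.373, adjusted p = 0.429 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and none of 10 alternatives gave an adjusted p under 0.05. In cluster 6 the level was 909 ± 615 (SD, n = 2 lines). Counts of *Acta2* are uncertain to the extent that short reads from other actin genes, which have a near-identical coding sequence, were divided between them in the counting.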

**Fig. 6:**
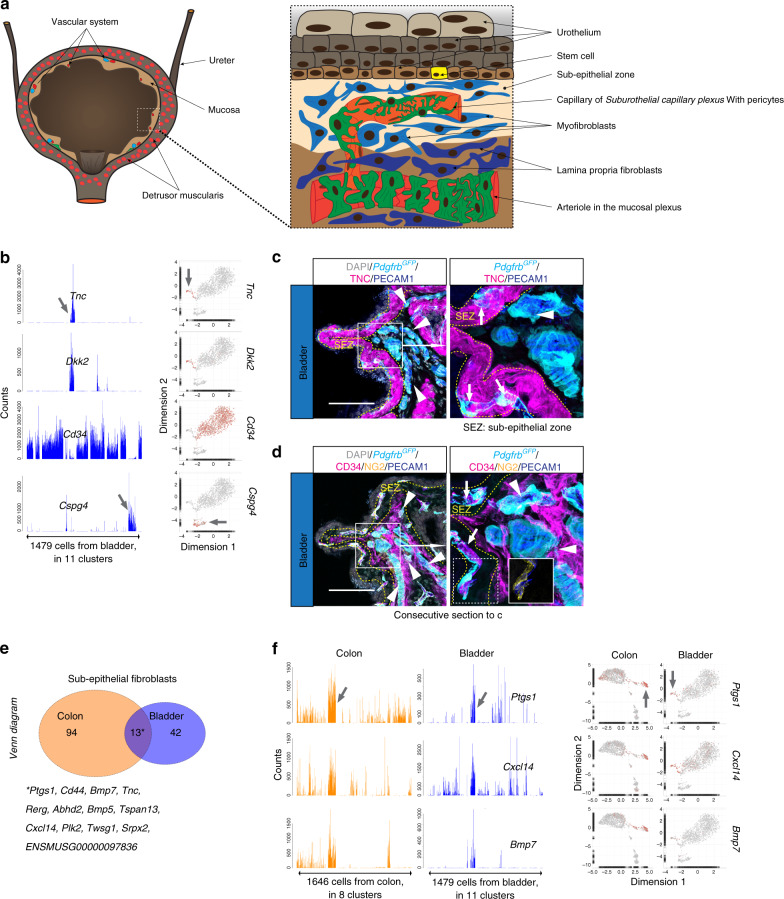
Fibroblast subtypes in the bladder. **a** Schematic depiction of bladder anatomy. **b** Bar plots and UMAP visualization (gray, low; red, high expression) showing examples of genes with cell subtype-specific expression (arrows). **c**, **d** Immunofluorescence staining of bladder samples from *Pdgfrb*^*GFP*^ reporter line for **c** TNC, or **d** CD34, NG2, and PECAM1. Arrows: capillaries of the subepithelial zone, surrounded by TNC^+^ fibroblasts, arrowheads: large perpendicular vessels in deeper mucosa, surrounded by CD34^+^ fibroblasts. Scale bar: 100 µm. Consecutive sections were used for **c** and **d**. **e** Venn diagram of *Tnc*^+^*Cd34*^−^ (subepithelial fibroblasts) enriched genes from colon and bladder. **f** Examples of commonly subepithelial fibroblast enriched genes presented as bar plots and UMAP (gray, low; red, high expression). Asterisk: gene list of commonly enriched genes (see also Supplementary Table 3).

### Mural cells show less heterogeneity than fibroblasts

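Within the colon, the spread between cells of a class was measured as 1 minus Pearson's r of log2(count + 1) between pairs of cells of the same line, after thinning each cell to 50000 counts and over 12013 genes. The mean distance between mural cells was 0.649 in the Acta2GFP, 0.703 in the Cspg4dsRED and 0.685 in the PdgfrbGFP line, and between fibroblasts it was 0.618, 0.644 and 0.604. The fibroblasts of the PdgfraGFP line, which has too few mural cells for a comparison, had 0.703, as large as the highest value of mural cells. Within the lines with both classes, mural cells had the larger distance in 3 of 3, by 0.0571 ± 0.0249 (SD, n = 3 lines). An exact permutation test, two-sided, gave p = 0.25, the smallest that this test can give with 3 lines. With Spearman's rho in place of Pearson's r the difference was 0.0371, and over the most variable genes alone it was 0.0274. The mural class of the colon holds pericytes, vascular SMC and interstitial SMC together. Thinning evens the depth but not how many genes were captured from a cell. Before thinning, the median number of genes and spike-ins with a count was 5913 in fibroblasts and 4572 in mural cells. The distance can therefore hold a technical share, which was not measured.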

Mural cells were substantially less heterogeneous than fibroblasts, both within and across the four analyzed organs (Figs. 1c, d and 2a). Pagoda2 clustering of all cells separated the mural cells into four distinct clusters (# 6, 11, 14 and 16 in Fig. 1b, c), and further individual analysis of the mural cells alone separated them into eight clusters (Fig. 7a). The spatial distribution in the UMAP visualization indicated a gradual phenotypic transition from pericytes to SMC, exemplified by the expression of the marker genes *Acta2*, *Myh11*, *Rgs5*, and *Kcnj8*^46,47^ (Fig. 7a, Supplementary Fig. 9a, Supplementary Data 1). 

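In the colon, pericytes of 2 lines, vascular SMC of 3 lines and interstitial SMC of 1 line entered a single fit. Of 16328 genes tested, 43 were higher and 66 lower in pericytes than in vascular SMC at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 109 in all. This number depended on the processing more than any other, since DESeq2 called 966 genes, and limma on means per cell called 0, with 1717 genes at an unadjusted p under 0.05. With the line as a block it was 169. *Myh11* had 318 ± 9.78 (SD, n = 2 lines) counts per 500000 in pericytes and 1856 ± 291 (SD, n = 3 lines) in vascular SMC, a log2 fold change of -2.67 (standard error 0.371, adjusted p = 0.00777 by the same edgeR test). *Rgs5* was higher in pericytes by a log2 fold change of 1.74 and *Kcnj8* by 3.46. *Acta2* had 1047 ± 389.7 counts in pericytes and 3588 ± 1142 in vascular SMC, and its log2 fold change of -1.58 was not past the threshold, with an adjusted p of 0.161 by edgeR's quasi-likelihood test. It was past the threshold in 4 of 9 alternatives, with an adjusted p of 0.00167 with the line as a block by edgeR. Of these 4, the one without the Cspg4dsRED line has pericytes of 1 line only, so no spread between pericyte samples enters it. The fit with the block has nearly as many coefficients as sums, so its p and its calls rest on little residual spread. The calls of *Myh11*, *Rgs5* and *Kcnj8* were lost with limma, those of *Myh11* and *Rgs5* also without the Acta2GFP line, and that of *Kcnj8* when 3 cells sufficed for a sum. By the naming rule, *Lamb1* (5.40), *Abcc9* (4.81), *Art3* (4.52), *Plac8* (4.32) and *Gpx3* (4.26) led toward pericytes. Those that led toward vascular SMC were *Asb2* (-7.71), *Susd5* (-7.48), *P2rx1* (-7.24), *Pln* (-7.21) and *Kcnab1* (-6.94). Each gene named by this rule lost its call with limma, and *Art3* and *Plac8* lost theirs also without the Acta2GFP line.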

Minor organ-specific clustering or spatial dispersion was observed, especially amongst the *Acta2*^+^ SMC (Fig. 7a, Supplementary Fig. 9a). The phenotypic continuum between pericytes and SMC indicated by pagoda2 clustering and UMAP visualization was corroborated by trajectory analysis using monocle (Fig. 7b). This analysis revealed one major branch for pericytes, one possible intermediate branch, and two SMC branches (Fig. 7b, Supplementary Fig. 9b). Similar to UMAP, the trajectory analysis indicated a high degree of cross-organ mural cell homogeneity. Heat map analysis of the top 50 marker genes for each cluster supported the similarities between the pericyte (# 1, 3) and SMC (# 2, 4, 5, 8) clusters, while clusters 6 and 7, representing mural cells originating from the colon or heart, respectively, appeared more distinct (Fig. 7c, Supplementary Data 9), which is in agreement with their separate distribution in UMAP (Fig. 7a). We found *Hhip* and *Rgs10* specifically expressed in colon cells in cluster 6 (Supplementary Fig. 9c). 

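The colon annotation has 56 interstitial SMC, which are taken as the cells concerned. Of these, 52 came from the Acta2GFP line and 4 from the PdgfrbGFP line, so class means rest on 1 line and have no spread. *Hhip*, on chromosome 8 from 79965851 to 80058006, had 1339 counts per 500000 in these cells, 0.921 ± 1.25 (SD, n = 3 lines) in vascular SMC, 2.49 ± 2.53 (SD, n = 2 lines) in pericytes and 30.4 ± 14.2 (SD, n = 4 lines) in fibroblasts. Its log2 fold change against vascular SMC was 10.79 (standard error 1.30, adjusted p = 0.00334 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in a fit that assumes the lone sample to vary like the others. *Rgs10*, on chromosome 7 from 128373621 to 128418758, had 470.4 counts in interstitial and 4.30 ± 3.53 in vascular SMC, a log2 fold change of 6.84 (standard error 0.930), and lost its call with the line as a block, at an adjusted p of 0.0617 by edgeR. It was also counted in apex fibroblasts, at 313 ± 54.3 (SD, n = 3 lines). In all, 65 genes were higher and 105 lower in interstitial than in vascular SMC, 170 together, or 20 and 108 with the line as a block, and with *Hhip* and *Rgs10* the highest log2 fold changes by the naming rule were those of *Agt* (7.31), *F2r* (6.71) and *Postn* (6.68). Of these, *Agt* and *F2r* lost their call with the line as a block, at adjusted p values of 0.0621 and 0.0763 by edgeR, and *Agt* and *Postn* lost it with limma. By the naming rule, lowest were *Susd5* (-10.18), *P2rx1* (-9.33), *Notch3* (-9.27), *Dgkg* (-9.01) and *Olfr558* (-8.86). The numbers of genes called between interstitial and vascular SMC depended strongly on the processing. With plates as replicates, which gives 2 sums of interstitial SMC, 257 genes were higher and 251 lower. With at least 3 cells per sum, also with 2 such sums, these were 91 and 93. The numbers moved further with DESeq2 and without the Cspg4dsRED line.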

HHIP immunohistochemistry revealed that these cells, which are *Acta2* positive but *Cspg4* and *Pdgfra* negative, correspond to SMC located inside the colonic mucosal layer (Supplementary Fig. 10a). These mucosal SMC are not associated with blood or lymphatic vessels, but instead stretch from the mucosal base to its surface, similar to the lacteal-associated SMC located in the small intestinal villi^48^ (Supplementary Fig. 10a). 

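*Acta2* had 5114 counts per 500000 in the interstitial SMC of the Acta2GFP line, with a log2 fold change against vascular SMC of 0.67 that was not past the threshold (adjusted p = 0.821 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the lone sample assumed to vary like the others, and 0.0479 without the Cspg4dsRED line, the only one of 8 alternatives under 0.05). *Cspg4*, on chromosome 9 from 56865033 to 56899870, had 7.92 counts in interstitial SMC and 249 ± 131 (SD, n = 3 lines) in vascular SMC, a log2 fold change of -5.63 (standard error 1.13, adjusted p = 0.0374 in the same edgeR fit), and its call was lost with limma at an adjusted p of 0.0501. *Pdgfra* had 16.2 counts in interstitial SMC. A *Pdgfra* count was seen in 76.8% of the interstitial SMC, or 51.9% after thinning. All but 4 of these cells came from the Acta2GFP line, and the labels do not give the gate by which a cell was sorted.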

Finally, the heart mural cells in cluster 7 are *Sost*^+^*Cbr2*^+^ (Supplementary Fig. 9c) and related to SMC from the lung, as discussed below.

**Fig. 7:**
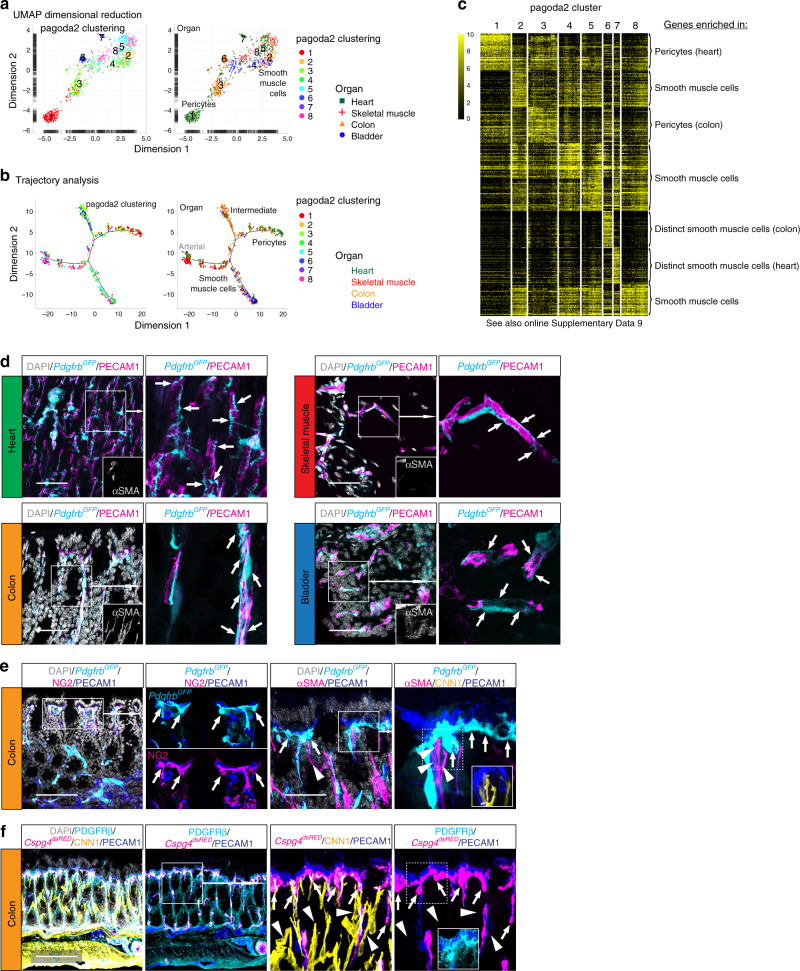
Mural cell organotypicity. **a** UMAP visualization of the mural cell dataset, color coded and annotated for pagoda2 clustering (left) or color coded for organ of origin and annotated for pagoda2 clustering (right). **b** Trajectory analysis plots of the mural dataset color coded for pagoda2 clusters (left) or organ of origin (right). **c** Expression heat map (black, low; yellow, high) of cluster enriched genes (see also Online Supplementary Data 9). **d** Samples from all four organs from the *Pdgfrb*^*GFP*^ reporter line, stained with immunofluorescence for αSMA and PECAM1. Arrows highlight pericytes and their morphological distribution at the organ-specific capillaries. Scale bars: 50 µm. **e** Immunofluorescence staining of colon samples from *Pdgfrb*^*GFP*^ reporter line for NG2 (*Cspg4*) and PECAM1 (left panel), or αSMA, CNN1 and PECAM1 (right panel). **f** Immunofluorescence staining of colon samples from *Cspg4*^*dsRED*^ reporter line for PDGFRβ, CNN1 and PECAM1. Arrows highlight colon pericytes located at the subepithelial capillary loop, arrowheads indicate αSMA^+^ CNN1^+^, but *Cspg4* (NG2)^−^ interstitial SMC. Scale bars: **e** 100 µm (left panel **f**), 50 µm (**e** right panel).

*Pdgfrb*^*GFP*^-high cells in all four organs displayed a morphology and capillary association typical for pericytes (Fig. 7d). These cells were clearly visible and abundant in all organs, consistent with a ubiquitous presence of pericytes in capillaries, while their capture rate for scRNAseq analysis differed markedly between organs, ranging from numerous pericytes from heart and colon to only a few (≈10 cells) from skeletal muscle or bladder. 

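Of the colon cells, 142 were annotated as pericytes, and their number depended on the reporter line. They made up 36.3% of the Cspg4dsRED cells (33 of 91, 95% Clopper-Pearson interval 26.4 to 47.0), 13.7% of the PdgfrbGFP cells (104 of 761, 11.3 to 16.3), 0.881% of the PdgfraGFP cells (2 of 227) and 0.529% of the Acta2GFP cells (3 of 567, 0.109 to 1.54). The intervals cover counting error only.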

Possible explanations for these differences include that the pericytes of certain organs are either more sensitive and die during tissue dissociation, that they are more firmly adhered to the endothelial cells and get excluded by counter-selection of endothelial cell (fragment) contamination during cell isolation, or that they are similar to and thereby end up clustering together with venous SMCs (e.g., in bladder—see below).

We also noticed organ-specific differences in pericyte localization; a subset of colon pericytes was invariably located at the far side of the subepithelial capillary loops relative to the surface epithelium (Fig. 7e, Supplementary Fig. 10b, Supplementary Movies 1 and 2). These pericytes were strongly positive for *Pdgfrb*^*GFP*+^ and *Cspg4*^*dsRED*+^, but weak for SMC markers αSMA and CNN1 (Fig. 7e, f). In contrast, many bladder pericytes expressed *Acta2*^*GFP*^ and αSMA (Supplementary Fig. 10c, d) which may relate to vascular anatomy: the diameter of bladder mucosal capillaries was substantially wider (6.8 ± 1.1 µm) than the capillary diameter in for example heart, skeletal muscle, or colon (4.3 ± 0.2 µm) (Supplementary Fig. 10d, e), correlating with the venous SMC-like appearance of these bladder pericytes^11^. Taken together, our data show that pericytes exhibit substantially less cross- and intra-organ heterogeneity compared to fibroblasts, but nevertheless possess organotypic features, as reflected by molecular fingerprints and anatomical localization.

### Comparison to other organs

The qualitative nature of scRNAseq offers possibilities to compare data collected by different investigators and at different time points. To investigate if the general patterns of mesenchymal heterogeneity extend also to other organs, we integrated the data with previously published mural cell and fibroblast datasets from brain and lung^11^. In this combined analysis of six organs, the fibroblasts formed distinct organ-specific clusters, whereas the mural cell clusters were more homogenous and comprised cells from multiple organs (Fig. 8a, Supplementary Data 1). Importantly, many SMC from brain and lung clustered together with the SMC from the other organs, suggesting a high degree of cross-organ vascular SMC similarity (Fig. 8a). A small but distinct population of SMC obtained from heart (the *Sost*^+^ and *Cbr2*^+^ cells described in Fig. 7 and Supplementary Fig. 9c) co-clustered with vascular SMC from the lung^11^ (Fig. 8b). These SMC showed enriched expression of a number of genes, including cellular communication factor 3 (*Nov*/*Ccn3)*, cardiac muscle actin α-1 (*Actc1*), elastin (*Eln*), smooth muscle actin γ-2 (*Actg2*), and integrin alpha-8 (*Itga8*) (Fig. 8b, c, Supplementary Data 10) and likely represent SMC from the heart’s large vessel outlets, i.e., the pulmonary trunk and aorta^49,50^. Comparison of the two most abundant pericyte populations from heart and brain revealed a substantial organotypicity (Fig. 8d, Supplementary Data 11), which is in agreement with our previous comparison of brain and lung pericytes^11,51^.

**Fig. 8:**
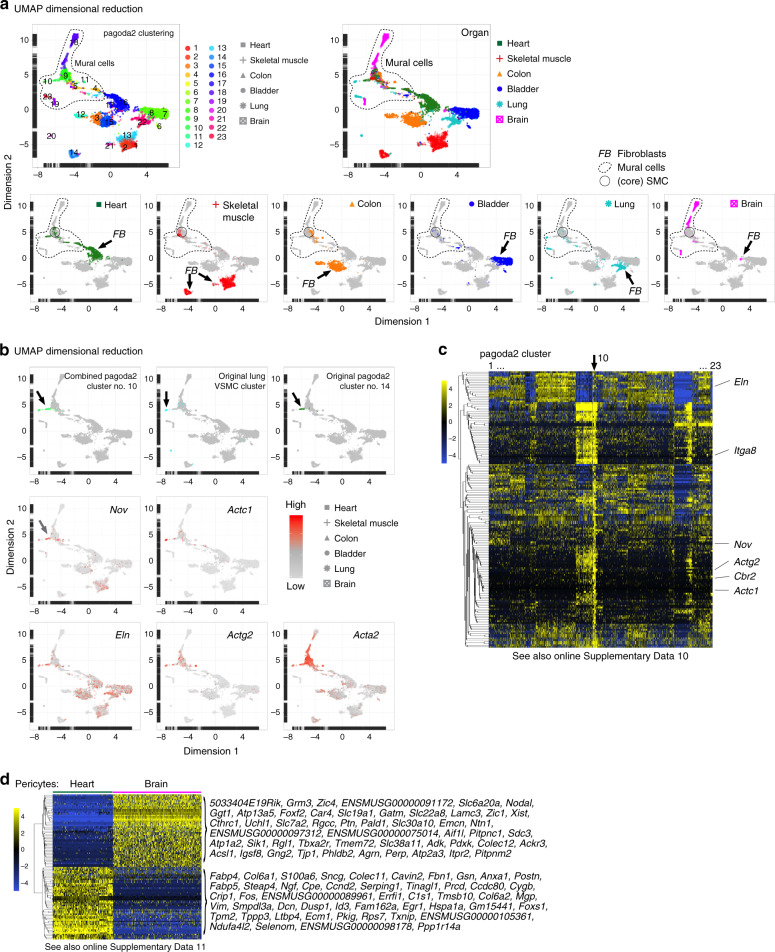
Heterogeneity analysis in additional organs. **a** UMAP visualization of the combined analysis of the heart, skeletal muscle, colon, and bladder together with the mesenchymal cells of the brain and lung datasets^11^, color coded for pagoda2 clusters (upper left) or the organ of origin (upper right). Cell clouds containing mural cells and core SMC are indicated (lower panel). **b** UMAP visualization highlighting cells of pagoda2 cluster 10 (upper left), cells of the lung VSMC cluster (upper middle), cells of the original complete dataset cluster 14 (upper right), or expression levels of cluster 10 of the combined analysis enriched genes (*Nov*, *Actc1*, *Eln*, and *Actg2*) as well as *Acta2* (gray, low; red, high). **c** Expression heat map (blue, low; yellow, high) of enriched genes in cluster 10 of the combined analysis (see also Online Supplementary Data 10). **d** Expression heat map (blue, low; yellow, high) of each 50 most differentially expressed genes in heart vs. brain pericytes (see also Online Supplementary Data 11).

Using other datasets, we tested the predictive capacity of the 90-gene signature (Fig. 1f) to distinguish fibroblasts and mural cells across organs. This signature confirmed the published discrimination between fibroblasts and mural cells in brain and lung^11^ (Supplementary Fig. 11a, Supplementary Datas 12 and 13). We next applied the 90-gene signature to data extracted from Tabula Muris^52^ and again found distinct prediction of fibroblast and mural cells (Supplementary Fig. 11b, c, Supplementary Datas 14–21). The 90-gene signature thus seems capable of distinguishing fibroblasts from mural cells across multiple organs.

## Discussion

Despite being first identified more than 150 years ago, fibroblasts have remained nebulous cells with regard to molecular composition, extent of heterogeneity across organs and relationships to other mesenchymal cell types^4^. Here, we characterize fibroblasts from four different muscular organs at single-cell resolution and compare them to vascular mural cells (summarized in Fig. 9). Our data reveal common markers defining fibroblasts in all organs, but also an extensive fibroblast organotypicity, as well as inter-organ heterogeneities. While no singular marker could discriminate all fibroblasts from all mural cells, we provide a 90-gene signature capable of doing so across all organs studied herein, as well as in other public datasets^52^. This signature could therefore be used to resolve ambiguous cell type annotation in yet other single-cell datasets, as well as in tissue analysis using antibody and antisense probes.

**Fig. 9:**
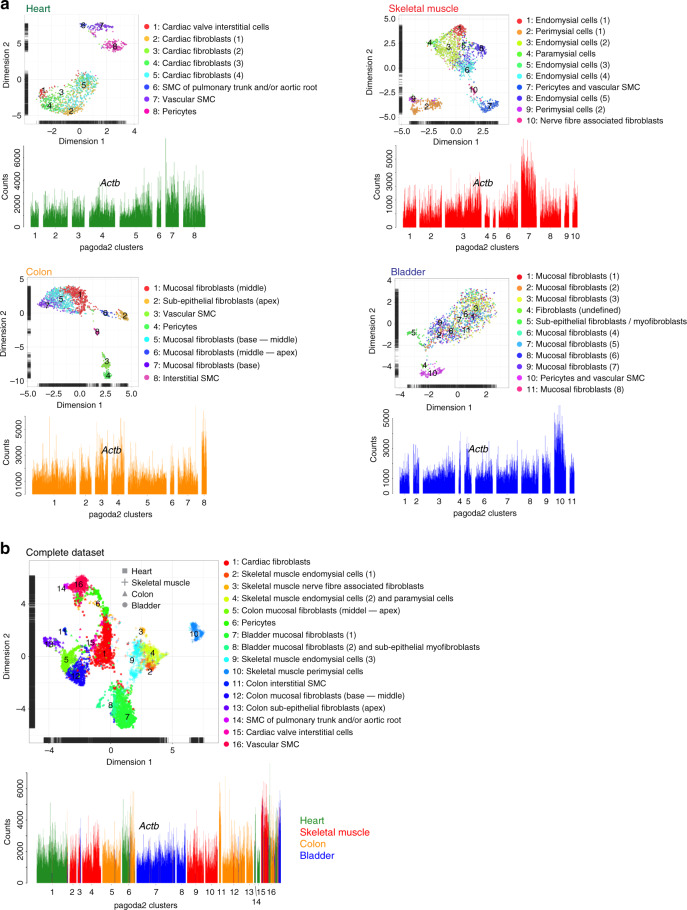
Cell annotation summary. **a** UMAP visualization with pagoda2 cluster annotation and bar plots showing *Actb* expression of organ specific datasets. **b** UMAP visualization with pagoda2 cluster annotation and bar plot showing *Actb* expression with organ of origin color coded in the complete dataset.

Fibroblasts are important producers of ECM at many locations in the body, but how ECM diversity in different organs is generated has been unclear. Our transcriptomic data reveal extensive inter-organ transcriptional heterogeneity among fibroblasts, differences that are particularly obvious regarding expression of genes in the matrisome^23^. The differences in matrisome gene expression were larger than for other gene/protein categories, indicating that fibroblasts specifically tailor the ECM in accordance with the organ-specific physiology^53^. The observation that transcription factors were the least variable in this analysis may suggest that epigenetic differences contribute to fibroblast heterogeneity, something that will require further investigation.

Concerning the classification of cell type, subtype, and/or state based on single-cell transcriptomics, it should be remembered that the numbers of clusters assigned are to some extent arbitrary and may also reflect the introduction of experimental artefacts, such as cell activation or damage during their isolation. Nevertheless, the combination of cellular dispersion in UMAP and in situ mapping of anatomical localization of cells using relevant markers, as done herein, should provide physiologically meaningful annotations. For example, eight bladder fibroblast clusters formed one inter-dispersed cloud in the UMAP, leading us to conclude that these eight clusters correspond to one major fibroblast type, however, with small molecular differences that caused the multiple cluster assignment. On the other hand, we also found clear signs of intra-cluster zonation, which often is concealed by two-dimensional nearest neighbor clustering methods, and thus requires an additional analysis, e.g., by SPIN, to become recognizable. We find this in the colon fibroblast populations that distribute along the crypt–surface axis, while there are clear differences between the extreme states located at the apex (mucosal surface) and base (mucosal bottom) of the crypts, gradual changes, and intermediate phenotypes (zonation) occur at middle locations along the crypt–surface axis.

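*Bmp7* had 3.41 ± 2.72 (SD, n = 3 lines) counts per 500000 in cluster 7, 1.62 ± 2.41 (SD, n = 4 lines) in cluster 5, 38.7 ± 25.1 (SD, n = 3 lines) in cluster 1, 350.2 ± 129 (SD, n = 2 lines) in cluster 6 and 398 ± 206 (SD, n = 3 lines) in cluster 2. *Fzd1* and *Sfrp1* had their highest means in cluster 1. Cluster 6 held 45 cells and entered the means from 2 lines only.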

In contrast to the fibroblasts, vascular mural cells showed considerably less cross-organ heterogeneity with the SMC exhibiting the least heterogeneity, however, with the exception of two specialized SMC populations—the colonic interstitial SMC and the SMC of the large vessel trunks entering and exiting the heart. Pericytes were more heterogeneous than SMC and displayed distinct signs of organotypicity, corroborating previous observations from brain and lung^11^. Pericytes in different organs differed in terms of expression of transporters, or of components of the SMC contractile machinery such as *Myh11*, *Tagln*, and *Acta2*. Heart pericytes displayed low or undetectable levels of contractile components similar to what we have previously reported for brain and lung^11^. Pericytes from colon, and especially the bladder^54^, however, expressed several SMC contractile markers. 

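In colon pericytes, *Tagln* had 409 ± 141 (SD, n = 2 lines) counts per 500000, against 1315 ± 296 (SD, n = 3 lines) in vascular SMC and 19.1 ± 5.68 (SD, n = 4 lines) in fibroblasts. Its log2 fold change between pericytes and vascular SMC was -1.55 (standard error 0.402, adjusted p = 0.144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not past the threshold. It was past it in 5 of 9 alternatives, with an adjusted p of 0.00782 with the line as a block by edgeR. Of these 5, the one without the Cspg4dsRED line has a single pericyte sum and thus no spread for pericytes. The fit with the block has nearly as many coefficients as sums, so its p rests on little residual spread. *Des* had 699 ± 206 counts in pericytes and 1159 ± 97.1 in vascular SMC. *Cnn1* had 4.36 ± 3.88 in pericytes, 309.8 ± 108 in vascular SMC and 1.91 ± 1.05 in fibroblasts, with a log2 fold change between the 2 mural classes of -6.57 (standard error 0.713) that was past the threshold in 8 of 9 alternatives, 2 of them with a single pericyte sum, and not with limma.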

Pericytes also exhibited interesting morphological differences across organs. At subepithelial capillary loops in the colon they displayed a stereotypic positioning on the far side of the capillaries in relation to the epithelial lumen, possibly suggesting that local morphogenic cues instruct pericyte differentiation as well as positioning.

The characterization of distinct subtypes of fibroblasts and mural cells revealed intra-organ heterogeneity as well as cross-organ similarities. In the skeletal muscle, in addition to the previously described perimysial cells^24,27^, we identified an additional cell type of fibroblast: the paramysial cells located at the fringe of the perimysium fasciae. The peri- and paramysial cells differ in terms of expression of ECM components. The perimysial cells appear molecularly very closely related to the *Scx*^+^*Tnmd*^+^ cell population identified in a recent study^55^, which however, were suggested to reside in the skeletal muscle parenchyma. We map these cells primarily to muscular fasciae. Tenocytes recently characterized in the patella tendon^56^ exhibit a similar molecular fingerprint as perimysial cells in agreement with the notion that the perimysium is continuous with tendons^26^.

Cross-organ resemblance is exemplified by the molecular similarities between the perimysial cells and cardiac valve interstitial cells^31,32^, including shared expression of cartilage- and tendon-associated genes such as *Wif1*, *Comp*, and *Fmod*. Therefore, it may be speculated that cardiac valve calcification^32,57^ and heterotopic ossification of the skeletal muscle^58^ have common molecular determinants. Another cross-organ similarity regarded a small population of SMCs isolated from heart (this study) and lung^11^. This may suggest a common anatomical origin (the cardiopulmonary vessel trunks).

The classification of fibroblast subtypes also unraveled common cell zonation principles between the colon and the bladder. In the colon, *Tnc*^+^*Cd34*^−^ fibroblasts reside close to the surface at the crypt apex, while *Tnc*^−^*Cd34*^+^ cells are located at deeper mucosal areas (crypt base). A similar zonation was revealed in the bladder, where *Tnc*^+^*Cd34*^−^ cells are present in the sub-urothelial mesenchyme, while *Tnc*^−^*Cd34*^+^ cells locate deeper down in the bladder mucosa. This organizational similarity between colon and bladder extends also to genes encoding components of the BMP and WNT signaling pathways^37,59,60^. The fibroblasts residing at the crypt apex of the colon are similar to a previously described stromal cell population with low responsiveness to chemically induced colitis (Str2 cells)^41^. We find that transcription factor *Foxl1*, which is important for intestinal development and maintenance^42,61^, is expressed by these cells. This is in agreement with a recent report^41^, but contrasts with another study that reported *Foxl1* expression around the stem cell niche at the crypt base in the small intestine^62^, discrepancies that might reflect differences between the small and large intestine. The epithelial zonation along the crypt–surface axis is well appreciated and it is intriguing to speculate about the crosstalk and reciprocal signaling mechanisms between the zonated epithelial and mesenchymal cell pools. PDGFRα-positive mesenchymal cells recapitulating crypt apex cells were shown to exhibit an important function during villi expansion^34^, and it is likely that the different fibroblast populations along the crypt–surface axis are involved in adult intestinal homeostasis, stem cell niche function, and response to injury or damage^43,63^. Extended analysis combining and utilizing published datasets of intestinal epithelial cells and mesenchymal cells with regard to ligand–receptor pairs could shed further light on the intimate signaling mechanisms that operate at the epithelial–mesenchymal interface of the intestine and the shaping of the cellular zonation gradients.

Dysregulation of fibroblasts has been implicated in several diseases, including fibrosis, cancer, inflammation, and cardiovascular diseases^64^. Along these lines, mutations in type-XII collagen α-1 (*COL12A1*) were recently identified to cause hypotonia, muscle weakness, and joint hypermobility^65,66^. Our finding that *Col12a1* is highly expressed in perimysial and paramysial cells thus implicates a role for these cells in the structural integrity and function of skeletal muscle. Furthermore, *Col12a1* is expressed by fibroblasts of the colon and bladder lamina propria, suggesting that *COL12A1* mutations may cause pathological changes of the ECM also in these organs. Moreover, an activated fibroblast population exhibiting a molecular fingerprint similar to the perimysial cells, including *Wif1* expression, was recently found at the infarct border zone after myocardial infarction^67^. 

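In the colon, *Col12a1*, on chromosome 9 from 79598991 to 79718831, had 182 ± 42.8 (SD, n = 4 lines) counts per 500000 in fibroblasts and 47.3 ± 57.1 (SD, n = 3 lines) in mural cells. The difference was not past the threshold, with a log2 fold change of 2.13 (standard error 0.786, adjusted p = 0.154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was past it in 2 of 10 alternatives, with a lowest adjusted p of 0.00938 without the Acta2GFP line and a log2 fold change of 4.11 there. Among fibroblasts, the level was 362 ± 89.2 (SD, n = 3 lines) in cluster 1 and 29.9 ± 20.2 (SD, n = 3 lines) in cluster 7, and interstitial SMC of 1 line had 178. A count was seen in 89.4% of fibroblasts and 39.8% of mural cells, or 70.7% and 26.9% after thinning.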

In conclusion, the data presented in this study, which are available as a transcriptional repository at [https://betsholtzlab.org/Publications/FibroblastMural/database.html], provide molecular identities to important, yet poorly understood and annotated mesenchymal cell types. This information will be useful to better understand the role of these cell types in health and in a variety of pathological processes.

## Methods

### Animals

All animal experiments were carried out in accordance with Swedish legislation and local guidelines and regulations for animal welfare and were approved by Linköpings Animal Research Ethics committee [Linköpings djurförsöksetiska nämnd], approval ID 729. All animals were housed in standard, single ventilated cages with 12 h light–12 h dark cycle, and had ad libitum access to water and chow. The house temperature was kept as 20 ± 2 °C and the relative humidity was kept as 50 ± 5%. In this study we used the following mouse strains; *C57Bl6* (The Jackson Laboratory, *C57Bl6/J*, maintained as breeding colony at the local animal facility), *Pdgfrb*^*GFP*^ (Genesat.org, Tg(*Pdgfrb-*eGFP) JN169Gsat/Mmucd), *Pdgfra*^*H2BGFP*^ ((*Pdgfra*^*tm11(EGFP)Sor*^), a gift from P. Soriano), *Cspg4*^*dsRED*^ (The Jackson Laboratory, Tg(*Cspg4*-DsRed.T1)1Akik/J), *Acta2*^*GFP*^ (The Jackson Laboratory, Tg(*Acta2*-GFP)1Pfk), *Cldn5*^*GFP*^ (Tg(*Cldn5*-GFP)Cbet/U), and combinations of these strains. All mice were backcrossed to the *C57Bl6/J* background. For the experiments, adult male mice at an age of 10–20 weeks were used.

### Isolation of single cells from murine tissues

The protocol below was used for all tissues. Mice were euthanized by cervical dislocation and the organ(s) (heart, skeletal muscle, bladder, colon) of interest were dissected out and immediately placed into ambient phosphate-buffered saline (PBS) solution (DPBS, ThermoFisher Scientific). In case of the skeletal muscle; gastrocnemius including soleus, or both muscles separated were harvested for further processing. In one instance the soleus muscles from two mice (one *Pdgfra*^*H2BGFP*^ and one *Pdgfrb*^*GFP*^) were pooled prior to dissociation for single cell suspension preparation. The tissues were then cut into smaller pieces and incubated in dissociation buffer (Skeletal Muscle Dissociation kit from Miltenyi, supplemented with 1 mg/ml Collagenase type IV from Sigma) at 37 °C with horizontal shaking at 500–800 rpm. For isolation of *Acta2* positive cells from *Acta2*^*GFP*^ reporter mice, elastase (~2.5 U/ml, Sigma) was added to the dissociation buffer. Three to four cycles of physical disintegration by pipetting were applied with 10 min intervals to the samples. Thereafter the cell suspension was sequentially passed through a 70 µm and a 40 µm cell strainer. The 70 µm cell strainer was additionally washed with 5 ml of DMEM (ThermoFisher Scientific). Cells were pelleted by centrifugation at 300 × *g* for 5 min, supernatant was removed and the cell pellet resuspended in FACS buffer (PBS supplemented with 0.5% bovine serum albumin, 2 mM EDTA, 25 mM HEPES). For antibody labeling, the cell suspension was incubated with the respective, fluorophore-conjugated antibody (anti-PDGFRα, anti-PDGFRβ, and anti-CD31) for 20 min at RT, then centrifuged for 3 min at 240 × *g*, supernatant removed, and the cell pellet was resuspended in FACS buffer and placed on ice.

### Fluorescent activated cell sorting (FACS)

Antibody-stained cell suspensions were analyzed using Becton Dickinson FACSAria III or FACSMelody cell sorters equipped with a 100 µm nozzle, and single cells meeting the selection criteria as described below were deposited into 384-well plates containing 2.3 µl lysis buffer (0.2% Triton X-100, 2 U/ml RNase inhibitor, 2 mM dNTPs, 1 µM Smart-dT30VN, ERCC 1:4 × 10^4^ dilution). Of note, the analysis and cell sorting by FACS was not used for cell type identification, but for enrichment and capture of cells expressing gene or protein signatures of interest; *Pdgfra* (PDGFRα)^+^ or *Pdgfrb* (PDGFRβ)^+^, and *Pecam1* (CD31)^−^. For single cell sorting; first, a gate for forward scatter-area/side scatter-area (FCS-A/SSC-A, linear scale) was set generously around present events only excluding events with low values (cell debris and red blood cells). Second, doublet discrimination was implemented using FCS-A/FSC-height and SSC-A/SCC-height, however, with a generous threshold for the distance of events from the diagonal line, to prevent the introduction of a bias toward round shaped cells. Third, selected events were then analyzed for positive fluorescent signals, while ‘fluorescence minus one’ antibody-stained samples, or cells prepared from mice lacking fluorescent reporters, were used to ensure correct gating and as negative controls. To enrich for mesenchymal cell populations, either staining with antibodies anti-PDGFRα or anti-PDGFRβ, or transgenic reporter mouse strains *Pdgfra*^*H2BGFP*^, *Pdgfrb*^*GFP*^, *Acta2*^*GFP*^, *Cspg4*^*dsRED*^, or combinations of the mouse strains were applied, together with antibody staining for CD31, to avoid cell-doublet selection. Cells positive for either of the aforementioned mesenchymal cell markers that were also positive for CD31 were excluded from the sort. Plates were briefly centrifuged prior to sorting, while correct deposition of the droplet into the 384-well plate (aiming) was controlled by test-spotting of beads onto the seal of the respective plate, and if necessary the plate position was adjusted for each new plate placed into the machine. The sample and plate holder of the FACS machine were maintained at 4 °C, and the plates were placed on dry-ice immediately after the sorting was completed and subsequently stored at −80 °C until downstream processing.

### SmartSeq2 library preparation and sequencing

Single-cell cDNA libraries were prepared according to the previously described Smart Seq2 protocol^16^. In brief, mRNA was transcribed into cDNA using oligo(dT) primer and SuperScript II reverse transcriptase (ThermoFisher Scientific). Second strand cDNA was synthetized using a template switching oligo. The synthetized cDNA was then amplified by polymerase chain reaction (PCR) for 23–26 cycles, depending on the tissue-origin of the respective mRNA sample. Purified cDNA was quality controlled (QC) by analyzing on a TapeStation 4200 or 2100 Bioanalyzer with a DNA High Sensitivity chip (Agilent Biotechnologies). When the sample passed the QC, the cDNA was fragmented and tagged (tagmented) using Tn5 transposase, and each single well was uniquely indexed using the Illumina Nextera XT index kits (Set A–D). Thereafter, the uniquely indexed cDNA libraries from one 384-well plate were pooled into one sample to be sequenced on one lane of a HiSeq3000 sequencer (Illumina), using dual indexing and single 50 base-pair reads.

### Sequence data processing

Pooled single-cell cDNA library samples were sequenced as described above. Demultiplexing into single-cell fastq files was performed applying standard parameters of the Illumina pipeline (*bcl2fastq*) using Nextera index adapters. The individual fastq files were then mapped to the mouse reference genome GRCm38 (mm10), using TopHat2 with Bowtie1 or Bowtie2 option^68,69^, where adapter sequences were removed using trim galore before read mapping. Doublets were removed using the samtools software. The generated BAM files containing the alignment results were sorted according to the mapping position, and raw read counts for each gene were calculated using featureCounts from the Subread package^70^. For technical control, 92 ERCC RNAs were included in the lysis buffer and in the mapping.

Thereafter, the cells were combined in the expression matrix showing raw counts per gene for each individual cell as input data. Annotation of the ENSEMBLE identifiers was done using the org.mM.eg.db package (version 3.7.0) in R-software, keeping the ERCC counts to be used as technical controls in the dataset.

To calculate general attributes of the expression matrix the SingleCellExperiment R-software package was applied^71^. Filtering of low quality cells was done in a stepwise manner. First cells with low library sizes (≤50,000 counts), and low number of expressed genes (≤1500) were removed from the dataset. If necessary, also cells with high percentage of reads mapped to ERCCs or mitochondrial genes (both > 10%) were removed. Cells with a high number of expressed genes (≥10,000) were removed as potential doublets. 

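In the deposited counts of the colon, the number of genes and spike-ins with a count ranged from 2117 to 9997 per cell, with a median of 5577. Spike-ins took 0.155% to 9.56% of the counts of a cell. Counts on 37 mitochondrial genes took 0.108% to 12.5% of all counts of a cell, spike-ins included, and 1 cell lay above 10%.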

Non-, or low-expressed genes were removed; genes had to fulfill the qualification criteria: gene expression in at least three cells with a counts value >20, and a cumulative counts value of 300 to be retained in the dataset. 

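Of the 46517 genes in the deposited colon table, 15687 had no count in any of the 1646 cells, and 15632 met the criterion of more than 20 counts in at least 3 cells and a total of 300. The table thus holds genes that this criterion removes, and genes were filtered anew for each test.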

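Among the 1646 colon cells, 12 had no count of *Pdgfra* and none of *Pdgfrb*, 7 of them fibroblasts and 5 mural cells. Their median total was 92495.5 counts, below the median of all cells, and at this depth a missing count does not show that the transcript was absent.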

Unintentionally collected cells that did not express either *Pdgfra* or *Pdgfrb* were then removed from the dataset. Cells that displayed a clearly contaminated transcriptome with, e.g., endothelial cell or immune cell-specific gene signatures were also removed from the dataset. This resulted in a final dataset for analysis, composed of cells from *n* = 24 different male mice (Supplementary Fig. 1c, Supplementary Table 4). After sequencing and quality control a dataset of 6158 single-cell transcriptomes, comprised of 1279 cells from the heart, 1754 cells from the skeletal muscle, 1646 cells from the colon, and 1479 cells from the bladder was constructed and used for bioinformatics analysis.

The dataset was organized in the SingleCellExperiment R-software package^71^. The pathway and gene set overdispersion analysis (*pagoda2*) R-software package (https://github.com/hms-dbmi/pagoda2)^17^ was applied to perform principle component analysis (PCA; using the attributes nPca = 100, n.odgenes = 3000) and nearest neighbor clustering. For dimensional reduction visualization the UMAP function was applied (UMAP: uniform manifold approximation and projection)^20^.

For construction of the bar plot database, the cluster information from pagoda2 was used. For in-cluster cell distribution the SPIN algorithm^18,19^ was applied using the 1000 most differentially expressed genes per cluster (/backspin –i input.cef –o output.cef –f 1000 –b both). The counts values were normalized to 500,000 counts library size per cell for visualization in bar plots.

For the generation of the organ-specific datasets the same parameters, as described above, were used for the calculation of PCA and UMAP, as well as pagoda2 clustering and SPIN in-cluster cell distribution.

Differential gene expression analysis was performed using the monocle R-software package^72^. Pairwise comparison between selected groups of cells was done using the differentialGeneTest function and the basic selection criteria: 100 counts per cell as threshold for gene detection, expression in ≥30% of cells per group. For the differential expression analysis between fibroblasts and mural cells (Fig. 1e, f), as well as for the identification of specific fibroblast subpopulation per organ (Fig. 4e and Fig. 6e), in addition, a greater than equal to twofold (log_2_) difference in expression was used for gene selection. For the molecular diversity analysis of perimysial cells (Fig. 3f, Supplementary data 7), the same criteria as above were applied, except a greater than equal to onefold (log_2_) difference in expression was used for gene selection. For the genes presented in Supplementary Fig. 3b and Fig. 7c each cluster was compared with the rest of the dataset and the 50 most differentially expressed genes were selected for each cluster, and genes (unique) are plotted in the heat map. The cross-referencing of differentially expressed genes in selected cell populations was visualized using venn diagrams, drawn using the VennDiagram R-software package (https://CRAN.R-project.org/package=VennDiagram).

For gene-category restricted UMAP analysis, we obtained gene lists of GO—terms from the MGI server (http://www.informatics.jax.org), or published work^11,22,23^. Used GO-terms: cytoskeleton: GO_0005856, cell activation: GO:0001775, cellular response to cytokine stimulus: GO:0071345, cell surface receptor signaling pathway: GO:0007166, cell–cell signaling: GO:0007267, ECM: GO:0031012. These gene lists were used to sub-set the SingeCellExperiment object to retain only expressed genes from the GO gene lists, creating a new SingleCellExperiment object. Thereafter, PCA was recalculated using the same attributes as before and UMAP visualization performed using meta data of cellular origin or pagoda2 cluster affiliation.

WNT (GO:0016055) and BMP (GO:0030509) signaling pathway gene lists were collected from the MGI server (in total 553 genes). For zonation analysis of WNT and BMP signaling pathway genes in the colon, the fibroblast clusters (# 1, 2, 5–7) were extracted and a SPIN range calculated using genes with a cumulative expression >100 counts. For the fibroblast zonation analysis of the colon (Supplementary Fig. 7b, Supplementary Data 8), the applied thresholds when using the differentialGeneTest function were set to 30 counts per cell for gene detection and ≥25% of cells per group, due to the overall lower expression of genes belonging to the BMP and WNT signaling pathways. Further, WNT and BMP signaling pathway genes with an accumulative count value ≥1000 were kept in the colon fibroblast dataset (66 genes) for visualization. The gene expression count values were then fitted to a smooth curve for each gene using the loess function with default parameters in R-software and visualized in a heat map.

### Immunofluorescence staining

Standard methods for immunostaining were applied. In brief, tissues were harvested from euthanized mice as described before and fixated by immersion in 4% formaldehyde for 4–12 h at 4 °C, followed by immersion in 20% sucrose/PBS solution for at least 24 h at 4 °C. Thereafter, tissues were embedded for cryo-sectioning and sectioned on a CryoStat NX70 (ThermoFisher Scientific) to 14 or 30 µm thick sections collected on SuperFrost Plus glass slides (Metzler Gläser). Sections were stored at −80 °C. For staining, sections were allowed to thaw at RT. After thawing, sections were blocked for >60 min at RT with blocking-buffer (serum-free protein blocking solution, DAKO), supplemented with 0.2% Triton X-100 (Sigma Aldrich). Thereafter, sections were sequentially incubated with primary antibodies and corresponding fluorescently conjugated secondary antibodies (Supplementary Table 5) according to manufacturer’s recommendations. Sections were mounted with ProLong®Gold mounting medium, containing 4,6-diamidino-2-phenylindole (DAPI, ThermoFisher Scientific), or ProLong®Gold without DAPI, when Hoechst 33342 (trihydrochloride, trihydrate, ThermoFisher Scientific) was applied at 10 µg/ml together with the secondary antibodies. Micrographs were acquired using a Leica TCS SP8 confocal microscope (Leica Microsystems). Images were graphically handled, and adjusted for brightness and contrast using ImageJ/Fiji software^73^. If not otherwise stated, maximum intensity projections of acquired z-stacks are shown in the figures.

### RNA in situ hybridization (RNAscope®)

For in situ hybridization, the RNAscope® system (Advanced Cell Technologies) was applied according to the manufacturer’s protocol. In brief, tissue sections were obtained as described before (Immunofluorescence staining). After dehydration, the sections were incubated with Pretreat 4 solution for 30 min at RT. Then, RNAscope® probes (Supplementary Table 5) were hybridized on the sections for 2 h at 40 °C, and thereafter the fluorescent detection protocol (Amplification-FL) was applied according to the manufacturer’s recommendations. Sections were mounted with ProLong®Gold mounting medium. Micrographs were acquired and processed for visualization as described above (see Immunofluorescent staining).

### Capillary diameter quantification

For quantitative determination of capillary diameter, maximum intensity projections of micrographs (see Immunofluorescence staining) from anti-PECAM1 stained tissue sections were used. For the colon, the subepithelial capillary loop was excluded of the measurement, due to its specialized localization/properties. The capillary diameter was measured using the line tool in ImageJ/FIJI software. First, the average diameter per micrograph was calculated. Second, the average diameter per individual mouse was calculated, which then is used as one biological replicate (*n*) for *p* value calculation. One-way ANOVO with Tukey’s test for multiple comparisons was used to determine statistical significance.

### Statistics and reproducibility

In this section, it is stated how often experiments have been repeated independently and obtained similar results. All antibody immunofluorescence experiments were performed at least two times using identical or varying antibody combinations, in total analyzing tissue samples from at least three individual mice. All RNAscope experiments were performed at least two times, in total analyzing tissue samples from at least three individual mice. Statistical analysis of capillary diameter (Supplementary Fig. 10e) quantification was performed with GraphPad Prism 8.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

All data to support the findings of this study are included in the paper, the Supplementary Information and freely available as a searchable database at (https://betsholtzlab.org/Publications/FibroblastMural/database.html). Further data are available from the corresponding authors upon reasonable request. The single-cell RNA-sequencing raw data of this study have been deposited in the NCBI’s Gene Expression Omnibus database under the accession number: GSE150294. The source data underlying Supplementary Fig. 10e are provided in the Source Data file.

## Source data

Source Data

# Supplementary material for: Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination
**Source:** Nat Commun. 2020 Aug 7;11:3953. doi: 10.1038/s41467-020-17740-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

To be included in the cover letter.

Supplementary Data legends

Supplementary Movie 1: 3-dimensional-rendering of immunofluorescent staining of a sub-epithelial capillary loop close to the colonic surface with pericytes attached at the far side of the capillary. Compare to Supplementary Movie 2. Gray = DAPI; magenta = CD31; cyan = *Pdgfrb^GFP^*, frame size = 116 x 116 µm.

Supplementary Movie 2: Slice-by-slice walkthrough to the same image shown as 3-deminsional rendering in Supplementary Movie 1. Gray = DAPI; magenta = CD31; cyan = *Pdgfrb^GFP^*, frame size = 116 x 116 µm.

Supplementary Data 1: Cell number per pagoda2 cluster, and cellular origin by organ of cells in the respective pagoda2 cluster shown for the complete dataset (upper panel), the mural cell dataset (middle panel) and the combined dataset (lower panel).

Supplementary Data 2: Lists of genes compiled for gene-set analysis and UMAP visualization. All genes within the respective GO-term or gene-list are shown, as well as the genes expressed in the complete dataset, which were used for UMAP visualization. Compare to Figure 2c.

# Supplementary material for: Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination
**Source:** Nat Commun. 2020 Aug 7;11:3953. doi: 10.1038/s41467-020-17740-1
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | no software was used for data collection                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | <p>For RNA-sequence processing the following software was applied: Illumina pipeline (bcl2fastq 2.19.0.316), TopHat (version 2.1.1) with Bowtie1 (version 1.1.2), or Bowtie2 (version 2.2.6) option, trim galore (version 0.4.4), samtools (version 1.9), and featureCounts (version 1.4.6-p5).</p> <p>For data analysis in this study the following software was applied: BackSPIN <a href="https://github.com/linnarsson-lab/BackSPIN">https://github.com/linnarsson-lab/BackSPIN</a> for cell clustering, R-software package SingleCellExperiment (version 1.4.1), R-software package monocle (version 2.10.1). For data visualization in 2-dimensional UMAP plots and for heat maps the incorporated functions in the SingleCellExperiment R-package were applied. Additionally, for heat maps the R-package pheatmap (version 1.0.12) was used. Venn diagrams were prepared using the R-software package VennDiagram (version 1.6.20).</p> <p>For immunofluorescence and RNAscope micrograph capture Leica Application Suite X version 3.5.6.21594 was used, for image processing and handling Fiji/ImageJ version 2.0.0-rc-68/1.52e and Adobe Illustrator CC 2018 were used.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data analyzed in this study are made available as a searchable database of gene - by - gene bar plots accessible at <https://betsholtzlab.org/Publications/>

FibroblastMural/database.html. The raw data is deposited in the NCBI Gene Expression Omnibus database with the accession number GSE150294.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | In this study, we aimed to sequence as many perivascular mesenchymal single cells as possible and achieved in total 6158 cells of high quality from the heart (1279 cells), skeletal muscle (1754 cells), colon (1646 cells) and bladder (1479 cells). These cells were collected from a total of 24 different male mice. No statistical methods were used to predetermine sample size. Sample size was not predetermined, but adjusted according to the identity of the captured cells. Sufficient sample size was determined by previous experience and in accordance to previously published literature.                                                                                                                                                                                                                                              |
| Data exclusions | We have used the following predetermined cell exclusion criteria that are based on previous experience to yield a dataset of high quality single cell transcriptomes: cells with total aligned reads less than 50,000 were removed, also cells with a percentage of reads aligned to ERCC (technical spike-in control) or mitochondrial genes higher than 10% were removed, and cells with less than 1500 detected genes were removed.<br>In order to focus on the mesenchymal cell population, cells that do not express either <i>Pdgfra</i> or <i>Pdgfrb</i> , but were unintentionally collected were also removed from the dataset. Those cells usually expressed typical marker genes of either endothelial cells ( <i>Pecam1</i> , <i>Cdh5</i> ), immune cells ( <i>Ptpcr</i> , <i>Cd68</i> ) or epithelial cells ( <i>Cdh1</i> , <i>Epcam</i> ). |
| Replication     | The gene expression profiles reported herein are observed from dozens to hundreds of individual cells that were collected from 24 individual animals and at different time points. All experimental findings were reliably reproduced.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Randomization   | Mice were selected for cell isolation based on sex (male), age (10 - 20 weeks old, adult) and genotype (for cell sorting of fluorescent reporter expression). For only antibody based cell sorting random C57Bl6/J male mice at corresponding age from the core breeding were selected. All other criteria were not considered and as such, randomized.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | The selection of appropriate mice (sex, age, genotype) was completely random, while in this study only male mice were selected. The selection of cell-capture was dependent on fluorescent reporter expression or antibody staining, however, the exact identity of the selected cells was unknown to the researcher until after the transcriptome analysis. The clustering of the single cell data was performed using the <i>pagoda2</i> algorithm, which is unbiased. No predetermination of groups was done, therefore, no blinding was necessary.                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies that were used in the study are provided in supplementary table 5                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Validation      | The usage of antibodies for immunofluorescence in this study was solely for confirmation of transcriptomic features that were observed in the single-cell RNA-seq analysis. Antibody staining was performed in conjunction with well established fluorescent reporter mouse models (see below: Laboratory animals). Therefore, the study does not claim conclusion about cell identity only derived from antibody staining properties.<br>The specifics about each antibody used in the study are summarized in supplementary table 6. Further information about antibody specificity, species cross-reactivity, recommended applications and links to relevant publications can be found on the |

manufacturers' website.

Information about the used antibodies:

- anti alpha-SMA, Sigma (C6198) is recommended for IHC and has more than 500 references
- anti CD31, R&D Systems (AF3628) is recommended for IHC and has more than 80 references
- anti CD31, BD Bioscience (550274) is recommended for IHC and has seven references
- anti CD31-APC /-FITC, BD Biosciences (561814 / 561813) are recommended for Flow and have 13 references
- anti CD34, Invitrogen (MA1-22646) has two references (Flow) and is recommended for IHC
- anti CNN1, Abcam (ab216651) has 38 references and is recommended for IHC
- anti COX-2, Cell Signalling (12282) has more than 100 references and is recommended for IHC
- anti Cytochrome P450 2E1, Novus (NBP1-85367) has one reference and is recommended for IHC
- anti HHIP, R&D Systems (AF1568) has four references (2 for IHC)
- anti NG2, Millipore (AB5320) has more than 600 references and is recommended for IHC
- anti NGFR, Abcam (ab52987) is recommended for IHC
- anti PDGFRalpha, R&D Systems (AF1062) has more than 50 references and is recommended for OHC
- anti PDGFRalpha-APC, eBioscience (17-1402-82) has 15 references and is recommended for Flow
- anti PDGFRbeta, R&D Systems (AF1042) has 27 references and is recommended for IHC
- anti PDGFRbeta-APC, eBioscience (17-1401-81) has more than 60 references and is recommended for Flow
- anti POSTN, R&D Systems (MAB3548) has four references and is recommended for IHC
- anti ST2/IL33R, R&D Systems (AF1004) has six references (one for IHC)
- anti TNC, R&D Systems (MAB2138) has eight references and is recommended for IHC
- anti TSP4, R&D Systems (MAB7860) is recommended for IHC
- anti Type VIII collagen-alpha-1, Novus (NBP2-13856) is recommended for IHC
- anti Type XXII collagen-alpha-1, Novus (NBP1-91056) is recommended for IHC
- anti VWF, Dako (A0082) has more than 600 references and is recommended for IHC
- anti WIF1, R&D Systems (AF135) has no reference and is recommended for western blotting

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

In this study we used male mice at the age of 10 - 20 weeks from the following strains; C57Bl6 (The Jackson Laboratory, C57Bl6/J, maintained as breeding colony at the local animal facility), PdgfrbGFP (Genesat.org, Tg(Pdgfrb-eGFP) JN169Gsat/Mmucd), PdgfraH2BGFP ((Pdgfratm11(EGFP)Sor), a gift from P. Soriano), Cspg4dsRED (The Jackson Laboratory, Tg(Cspg4-DsRed.T1)1Akik/J), Acta2GFP (The Jackson Laboratory, Tg(Acta2-GFP)1Pfk), Cldn5GFP (Tg(Cldn5-GFP)Cbet/U), and combinations of these strains. The mice were housed in single ventilated cages with a 12 h light - 12 h dark cycle with access to chow and water ad libitum. The temperature was kept at 20 ±2°C and the relative humidity was kept at 50 ±5%.

### Wild animals

The study does not include wild animals.

### Field-collected samples

The study does not contain field-collected samples.

### Ethics oversight

The mouse experiments for this study were carried out in accordance to the local guidelines and regulations for animal welfare (Linköpings Animal Research Ethics committee [Linköpings djurförsöksetiska nämnd], approved Ethical number ID 729).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

A detailed description of the cell isolation and sample preparation can be found in the material and methods section of the supplementary information file.

#### Instrument

BD FACSAria III or FACSMelody

#### Software

FACS Diva v8.0.2 (FACSAria III), FACS Chorus 1.3, Application data vers. 1.1.18.0 (FACSMelody), FlowJo v10

## Cell population abundance

Cell fraction purity is assessed from the single cell transcriptomes as described in the manuscript. The cell sorting by FACS was not used for cell type identification, but for enrichment and capture of cell populations for single cell RNA-sequencing. Therefore, the percentage abundance of distinct cell populations identified by flow cytometry has no value for cell identity definition or interpretation. Cell population numbers can vary between each cell isolation and between the preparations from the different organs. However, this was irrelevant since the sorting was used to enrich for the target cell populations, marked with antibodies (PDGFRalpha or PDGFRbeta) or by fluorescent reporter constructs.

## Gating strategy

The gating strategy is explained in detail in the material and methods section. For each of the different reporter mouse strains the same gating strategy as exemplified in Supplementary Figure 1a was applied and adjusted to the specific requirements of the reporters. The additional staining with anti-CD31 antibody was used to exclude endothelial cell contaminated (whole cell or cell fragments) mural cells or fibroblasts to be selected and sorted into the 384-well plate.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

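Single-cell RNA sequencing counts of 1646 colon cells were analysed; cells of the other organs were not used here. The cells came from 4 reporter lines and 9 plates, and the condition of a cell (its line, plate and cluster) was taken from the sample labels. The authors demultiplexed the reads, trimmed adapters, mapped them to GRCm38 with TopHat2, applied samtools to remove what the methods call doublets, and counted reads per gene with featureCounts, and they deposited whole-number raw counts per gene and cell in a table of 46609 rows. The counting is not stated to use strand, so counts of overlapping and antisense genes are uncertain, as are those of near-identical gene copies. The 92 ERCC rows, 1.36% of all counts, were left out of library sizes and tests. All columns of the table were used. Of the 46517 genes, 46005 had a symbol in the GENCODE vM21 annotation of GRCm38, from which positions were taken (1-based).

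Counts on genes ranged from 47598 to 1494292 per cell. The sums compared ranged from 4616288 counts (33 pericytes of the Cspg4dsRED line) to 217742647 counts (571 fibroblasts of the PdgfrbGFP line). Without molecular identifiers, reads are not independent molecules, so all intervals cover counting error only. Intervals are 95% Clopper-Pearson intervals.

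A class is a set of the authors' deposited clusters: fibroblasts are clusters 1, 2, 5, 6 and 7, mural cells are clusters 3, 4 and 8. No cell was left out beyond the authors' filters, except 11 cells below 50000 counts in thinned values, and no doublet caller was run, since the authors had removed cells with 10000 or more genes. Raw counts were summed over the cells of a class within each line with at least 10 cells of it. The sums were normalized with TMM, filtered with filterByExpr, and tested with edgeR's quasi-likelihood test (glmQLFit, glmQLFTest) with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Genes counted as enriched also had a log2 fold change of at least 2 and at least 100 counts in at least 30% of the cells of the class. Fibroblasts (4 sums) were compared with mural cells (3), apex fibroblasts (3) with all other fibroblasts (4) and with clusters 1, 5 and 7 (4), and pericytes (2), vascular SMC (3) and interstitial SMC (1) were fitted together. The clusters were drawn by the authors from the same counts, so the tests are not independent of the classes. The paper's own test, monocle's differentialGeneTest, took cells as replicates.

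Genes named in the text are every gene the paper names at a claim about colon cells, or about fibroblasts or mural cells in all organs, and, for each comparison, the 5 genes of each direction with the largest log2 fold change among those enriched by the criteria and changed in the same direction in every line with both classes. Marker genes for other cell types were *Pecam1* and *Cdh5* (endothelial), *Ptprc* and *Cd68* (immune) and *Cdh1* and *Epcam* (epithelial). These choices, the design and the alternatives were fixed before the data were examined. A list of 12 endothelial genes and the criterion of a log2 fold change of at least 1 were added afterwards. The list of dissociation genes (*Fos*, *Fosb*, *Jun*, *Junb*, *Jund*, *Egr1*, *Ier2*, *Ier3*, *Atf3*, *Dusp1*, *Zfp36*, *Hspa1a*, *Hspa1b*, *Nr4a1*, *Btg2* and *Socs3*) was fixed beforehand, and is used as the mean of log2(count per 500000 + 1).

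The alternatives were DESeq2 with its size factors, no filter on low counts, the line as a block, at least 3 cells per sum, plates in place of lines, means per cell with limma, each line left out in turn, the 100-count criterion after scaling, no adjusted p, other comparison groups, and, for values without a count model, other gene sets, distances, pseudocounts and weights. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

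Class sums of a line may share mice and were checked for pairing by the correlation of their deviations from the class means over genes. For fibroblasts and mural cells, r was 0.152 in Acta2GFP, 0.166 in Cspg4dsRED and 0.175 in PdgfrbGFP. For pericytes and vascular SMC it was 0.157 and 0.150. For apex and other fibroblasts it was 0.0941 to 0.124, and against clusters 1, 5 and 7 it was 0.0851 to 0.115. The pairing comes from the shared reporter line in the labels.

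The tests were run on simulated data, with counts drawn from the mean shares, library sizes and dispersions of the real sums and 200 genes changed by a log2 fold change of 4. edgeR recovered 200 of 200 for fibroblasts against mural cells (18636 genes, 5 false calls), 200 for apex against other fibroblasts (15465 genes, 13 false calls), 199 for apex against clusters 1, 5 and 7 (15429 genes, 6 false calls), 180 for pericytes against vascular SMC (15512 genes, 4 false calls) and 121 for interstitial against vascular SMC (15583 genes, 3 false calls). DESeq2 recovered 192, 195, 196, 170 and 134 in the same order, with 127, 76, 92, 178 and 211 false calls, and limma recovered 189, 199, 197, 166 and 120, with 2, 14, 9, 4 and 6. The distance between cells was tested on 6000 simulated genes: with fibroblasts made wider, mural minus fibroblast distance was -0.231 without and -0.245 with thinning, and with a difference in depth alone it was 0.0698 without and 0.000901 with thinning. These were Poisson draws, so thinning removes a difference in depth alone by construction. A difference between the classes in how many genes were captured from a cell was not simulated.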

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

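Of the tests in this part, those of apex genes in the PdgfraGFP line and of immune and epithelial genes were chosen only after the result was seen, and those of plate 075s were chosen before.

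Over 47 genes, the level in fibroblasts was compared between the 4 lines, and in 7 of them 1 line stood farther from the others than Dixon's 95% limit allows. Chance alone gives about 2.35 such genes in 47.

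*Rgs10*, *Lama5* and *Il1rl1* stood apart in the fibroblasts of the PdgfraGFP line, with 127, 162 and 96.7 counts per 500000. In the other lines, the values of *Rgs10* were 52.3 (Acta2GFP), 38.2 (Cspg4dsRED) and 49.4 (PdgfrbGFP). These genes are high in apex fibroblasts, which made up 24.2% of the cells of this line and at most 7.76% of the others. When the clusters of every line were given the same mix, *Rgs10* had 73.8 counts in PdgfraGFP and 57.4, 47.3 and 59.1 in the other lines, and the largest of the 3 Dixon ratios was 0.689, under the limit. A larger share of apex cells is therefore a candidate explanation that the values allow. Why the share is larger was not tested: the sort gates for the *Pdgfra* reporter and a difference between the strains both stay open, since *Pdgfra* is itself highest in apex fibroblasts.

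*Ptprc* (0.484 counts per 500000) and *Cd68* (5.35) stood apart in the fibroblasts of the Cspg4dsRED line, and *Cdh1* (0.373) and *Epcam* (2.30) in those of the PdgfrbGFP line. RNA of immune or epithelial cells that reached the wells would give many cells a few counts. The smallest share of the line's fibroblasts with a count was 12.8%, for *Cdh1* (73 of 571). *Epcam* was seen in 185 of 571, *Ptprc* in 5 of 28 cells with at most 1 count each, and *Cd68* in 13 of 28, where 61.9% of the counts lay in 1 cell. *Cdh1* had at most 3 counts in a cell, and *Epcam* at most 85, which was 10.8% of its counts. In the other lines, 1.36% of fibroblasts had a count of *Cdh1*, 6.52% of *Epcam*, 1.17% of *Ptprc* and 3.99% of *Cd68*. Many cells with few counts are thus present, and for *Cd68* and *Epcam* also single cells with many. RNA from other cells and a few mixed wells cannot be told apart here, and the Cspg4dsRED line has 28 fibroblasts only. The cells were sorted as CD31-negative without a stain for immune or epithelial cells being named, and no biological explanation was tested.

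On plate 075s of the PdgfrbGFP line, the dissociation genes had a mean of 8.02 on the log2 scale, against 4.75 to 6.05 on the other 8 plates, with a Dixon ratio of 0.602 that is above the 95% limit for 9 plates. A different mixture of clusters is argued against as the cause, since within single clusters the plate was higher than plate 073s of the same line by at least 2.61 (cluster 7). Depth does not account for the difference either: it was 3.43 after thinning and 3.19 before. *Fos* had 1594 counts per 500000 on plate 075s and 381 on plate 073s. Handling of the tissue before lysis and the state of the mouse stay open, because the labels give neither a date nor a mouse, and no biological explanation was tested.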

How the results depend on the processing

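The replicate block, the plates and the other alternatives were fixed before the data were examined, except the criterion of a log2 fold change of at least 1 and the tests of other splits of the samples, which were chosen after the data were seen.

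The numbers of enriched genes and of zonation genes were within 1.5 times the reported value under DESeq2, without the filter on low counts, with the replicate block, with plates as replicates, with limma, with at least 3 cells per sum (which changed none of these sums) and without the adjusted p. Over these settings fibroblast-enriched genes numbered 62 to 108, mural cell-enriched genes 70 to 82, apex-enriched genes 87 to 103 and apex-depleted genes 59 to 81. With plates as replicates, 71 of the 86 fibroblast-enriched genes were shared, and with the replicate block 50. Against clusters 1, 5 and 7 only, 105 genes were apex-enriched. Zonation genes past the threshold numbered 12 against cluster 7 alone and 15 when cluster 6 was added.

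Applying the 100-count criterion after scaling gave 130 fibroblast-enriched, 135 mural cell-enriched, 151 apex-enriched and 99 apex-depleted genes, which follows from its construction, since most cells hold fewer than 500000 counts. A log2 fold change of at least 1 gave 153, 127, 168 and 102, also by construction.

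Leaving out each line in turn gave 23 to 108 fibroblast-enriched genes, 33 to 86 mural cell-enriched genes, 69 to 105 apex-enriched genes, 9 to 63 apex-depleted genes and 8 to 15 zonation genes. The lowest values were those without PdgfrbGFP for the first 2 (23 and 33, with 21 and 31 of them among the genes reported), and without Acta2GFP for the others (69, 9 and 8). The cause was not tested; a class then has sums of as few as 2 lines. Leaving out PdgfraGFP, which has no mural sum, left the fit of mural classes as it was.

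The 2 comparisons within mural cells depended most on the processing. Genes differing between pericytes and vascular SMC numbered 109, but 966 with DESeq2, 474 without the filter, 318 with plates as replicates, 0 with limma (where 1717 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.0526), and 44 to 417 with a line left out (44 without Acta2GFP, 417 without Cspg4dsRED, 305 without PdgfrbGFP). Genes differing between interstitial and vascular SMC numbered 170, but 962 with DESeq2, 473 without the filter, 508 with plates as replicates, 309 with limma, and 379 to 722 with a line left out (722 without Cspg4dsRED, 379 without PdgfrbGFP). The share of genes higher in interstitial SMC also moved, from 65 of 170 to 20 of 128 with the replicate block, 170 of 309 with limma, 233 of 473 without the filter, 257 of 508 with plates as replicates, 91 of 184 with at least 3 cells and 366 of 722 without Cspg4dsRED. Without Acta2GFP the second comparison could not be fitted, because no other line has 10 interstitial SMC. In these fits a class with 1 sum is assumed to vary like the others. On simulated data of these sizes DESeq2 made 178 and 211 false calls, and the cause of the other changes was not tested.

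With the replicate block, in which pairs of class sums of a line are compared, 62 fibroblast-enriched, 70 mural cell-enriched, 100 apex-enriched and 64 apex-depleted genes, 14 zonation genes and 128 genes between interstitial and vascular SMC were called, and 169 between pericytes and vascular SMC, more than 1.5 times the number without the block. Within mural cells the fit with the block has nearly as many coefficients as sums, so its calls rest on little residual spread. Among single genes, 11 lost their call under the block and 3 gained one. By direction, genes higher in interstitial SMC went from 65 to 20 and genes lower in pericytes from 66 to 106.

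For single genes, 1080 values of 114 genes and comparisons were recomputed. In 972 the direction and the side of the threshold held, 75 lost the call, 20 gained one and 13 changed direction. None of the 13 concerned a gene that was called. Between fibroblasts and mural cells, *Hhip* (reported at -2.92) had 0.53 with the replicate block and -3.52 (without PdgfrbGFP) to 0.93 (without Acta2GFP) with a line left out, *Rgs10* (-0.18) had 1.23 with the block, 1.17 with limma and -0.74 (without PdgfraGFP) to 3.08 (without Acta2GFP) with a line left out, *Pecam1* (-0.37) had 0.0297 with plates as replicates, *Cdh5* (-0.33) had 0.19 with the block and *Epcam* (0.83) had -0.0067 with limma. Between pericytes and vascular SMC, *Pdgfra* (2.52) had -3.59 (without PdgfrbGFP) to 4.36 (without Acta2GFP) with a line left out. Between interstitial and vascular SMC, *Myh11* (-0.05) had 0.15 with the block, 0.0178 with at least 3 cells, 0.0391 with limma and -0.22 (without PdgfrbGFP) to 0.24 (without Cspg4dsRED) with a line left out. For *Hhip* and *Rgs10*, whose mural counts lie in interstitial SMC, the Acta2GFP line holds 52 of these 56 cells; for the others the cause was not tested. Weighting all cells equally kept 502 of 517 class means within 1 SD and moved 15.

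The spread between cells was larger in mural cells by 0.0571 and stayed so at 0.0274 to 0.0639 under other genes, distances and no thinning, and at 0.0452 to 0.0701 with a line left out. The difference of dissociation genes between clusters 5 and 1 was 1.66, 1.25 with a pseudocount of 10 and 1.49 to 1.89 with a line left out, but 0.178 to 1.63 within plates. The exact permutation test used for both has a smallest p of 0.25 with 3 lines.

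Whether a chance division of the sums gives these numbers was tested over all 35 splits of the 7 sums into groups of the same sizes. For each of the 5 numbers (fibroblast-enriched, mural cell-enriched, apex-enriched, apex-depleted and zonation genes), 1 of 35 splits, the real one, gave a result as large and the others gave 0. Of the 8 splits that part as many pairs of a line, only the real one gave as large a result, and the others place sums of the same class in both groups. Because the classes were drawn by the authors from these counts, and the zonation genes were chosen on these cells, the real split is favoured by construction, so chance is not excluded by this comparison.

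Depth limits the values of single cells more than those of sums. The Cspg4dsRED line has the lowest median (113721 counts) and 28 fibroblasts, and interstitial SMC have a median of 118251.5. Genes with a few counts per 500000 lie in the range where counts rise with those of wells in the same row or column, so their shares of cells are not read as expression.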

Differences from the paper's values

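With the settings taken as main beforehand, none of the colon values the paper states or shows differed from the values here by more than 1.5 times. Under some alternatives they did. Except for the number of cells, the paper's values are approximate readings of figures. Values near this limit can therefore not be placed firmly on either side of it. The paper's text and the deposited table both give 1646 colon cells. The paper's numbers of enriched genes are about 120 for fibroblasts and about 110 for mural cells in Fig. 1f, and about 110 for apex fibroblasts in Fig. 6e, all read by eye, against 86, 77 and 100 here. The paper's test took cells as replicates, and the test here took reporter lines. Applying the 100-count criterion after scaling, an alternative fixed before the data were examined, gave 130, 135 and 151. Values more than 1.5 times below the paper's came for fibroblasts from the line as a block (62) and from leaving out Cspg4dsRED (77) or PdgfrbGFP (23). For mural cells they came from the line as a block (70), limma (73) and leaving out PdgfrbGFP (33), and for apex fibroblasts from leaving out Acta2GFP (69).

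The paper describes mural cells as less heterogeneous than fibroblasts within organs. In the colon, the mean distance between cells was larger for mural cells in 3 of 3 lines, by 0.0571 ± 0.0249 (SD, n = 3 lines), with an exact permutation p of 0.25, the smallest this test can give with 3 lines. Fibroblasts of the PdgfraGFP line, which could not be compared within the line, had a distance of 0.703, as large as the highest one of mural cells, so the order is not established. Thinning does not even out how many genes were captured from a cell, so a technical share in the distance stays open.

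The paper places the expression of WNT ligands and receptors in *Tnc*-negative, *Cd34*-positive fibroblasts of the crypt base. All 5 genes were lower in apex fibroblasts here, but *Wnt2b*, *Fzd1* and *Sfrp1*, 3 of the 5, had their highest mean in cluster 1 of the middle, which also held 542 ± 12.2 counts per 500000 of *Tnc*. *Wnt2* and *Fzd4* were highest in cluster 7.

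The paper describes *Hhip* and *Rgs10* as specific to these colon cells, in a comparison of mural cells. Among mural cells both were highest in interstitial SMC, but *Rgs10* also had 313 counts per 500000 in apex fibroblasts against 470.4 in interstitial SMC.

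According to the paper's methods, cells without expression of either receptor were removed. The deposited table holds 12 cells with no count of *Pdgfra* or *Pdgfrb*.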

Other observations

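Of the tests in this part, those of reads in other wells and of the dissociation genes in clusters 1 and 5 were chosen before their results were seen, and those of *Pecam1*, of the largest counts, of *Foxl1* and of the cell types within the mural class only after.

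Low counts of mural cell genes in fibroblasts, and of fibroblast genes in mural cells, followed the wells that share a row or a column, which share an index primer in a dual-indexed plate. For *Olfr558*, *Notch3*, *Rgs4*, *Lmod1* and *Pcp4l1*, a fibroblast's counts rose with the counts in the wells of its row or column, with a mean Spearman's rho of 0.679 in 6 of 6 plates (permutation p = 0.0001, the smallest that 10000 permutations can give). Wells shifted to other rows and columns gave -0.0281 on average and at most 0.313 in 345 shifts. For *Htra3*, *Fndc1*, *Dpep1*, *Hsd11b1* and *Pdgfra* in mural cells the mean rho was 0.565 over 6 plates, lowest on the Acta2GFP plate with 259 cells, with 0.0754, and at most 0.240 in shifted wells. Reads assigned to the wrong well of a plate are thus a candidate explanation of such counts. Free RNA in the sorted suspension would not follow rows and columns, but a part of the counts from it stays open.

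*Pecam1* was seen in 70.4% of all cells, or 39.8% after thinning, although cells were sorted as CD31-negative. RNA of endothelial cells as its source was tested with 11 other endothelial genes, whose median share of cells was 30.4%, or 10.6% after thinning. On plate 075s that median was 87.2% beside 99.6% for *Pecam1*, and after thinning 38.9% beside 79.0%. On the Acta2GFP plate with 259 cells it was 1.16% beside 96.9% for *Pecam1*, which had a mean of 14.3 counts per 500000 there, and after thinning 0.784% beside 71.0%. On this plate RNA of endothelial cells is argued against as the source, as it would bring the other genes too. Over all plates the source cannot be told apart, because plates go both ways. Reads within other transcripts at the *Pecam1* locus and primer or index effects were not tested.

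No gene had more than 5793 counts in a cell, and of 30583 genes with a count and an exon length 1 exceeded 2 counts per base of exon and 85 exceeded 1. If reads starting at the same position had been removed, densely covered genes would lose share as the total of a cell rises. For the most densely covered 10% of the genes seen in 90% of fibroblasts, the median Spearman's rho between a gene's share and the cell's total was -0.175, against 0.0487 for the sparsest 10%, and the partial rho with exon length was 0.303. The values are consistent with removal of such reads, which may compress the levels of the most abundant genes. The methods state that doublets were removed with samtools, without saying that reads are meant.

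Dissociation genes were higher in cluster 5 than in cluster 1 by 1.66 ± 0.41 (SD, n = 3 lines) on the log2 scale, in 3 of 3 lines (2.02, 1.76 and 1.22) and on 7 of 7 plates (0.178 to 1.63), with an exact permutation p of 0.25, two-sided, the smallest that 3 lines allow. Every plate lies below 1.66, and both plates of the Acta2GFP line (1.47 and 1.63) lie below the 2.02 of that line. The line values pool plates that differ in level and in their shares of the 2 clusters, and the difference within plates is smaller than the mean over lines. The clusters are compared within lines, so handling that differs between lines drops out of the comparison. The shared sign is therefore no test of such handling. A different response of the 2 cell types to dissociation and a difference in the tissue both stay open. The apex cluster 2 was higher still, at 8.28 in Acta2GFP, 7.33 in PdgfraGFP and 7.73 in PdgfrbGFP, against 4.07, 3.81 and 5.50 in cluster 1. This difference was noticed after the data were seen and was not tested over lines. Of the 16 dissociation genes, *Fosb* (log2 fold change 4.38 against other fibroblasts), *Ier3* (3.08), *Nr4a1* (2.41), *Btg2* (2.22), *Jun* (2.12), *Hspa1a* (2.10) and *Zfp36* (2.07) are among the 100 apex-enriched genes. Whether they mark the tissue or the isolation of apex cells stays open. Among mural cells, the dissociation genes had 7.41 in vascular SMC against 4.17 in pericytes of Cspg4dsRED, and 6.92 against 4.42 in PdgfrbGFP. This mural difference was not tested over lines. Its share in the genes called between these 2 classes was not examined.

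*Foxl1*, named by the paper for apex fibroblasts, also had 62.6 counts per 500000 in interstitial SMC of the Acta2GFP line. Reads of apex fibroblasts (170 counts in this line) assigned to other wells are argued against, since vascular SMC of the same line had 0.293. The log2 fold change against vascular SMC was 8.57 (adjusted p = 0.0288 by edgeR's quasi-likelihood test, 1.48e-08 to 0.609 over 8 alternatives, and lost with the line as a block), with 1 line of interstitial SMC assumed to vary like the others. Mixed wells and an expression of *Foxl1* in these cells stay open.

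The larger spread between mural cells than between fibroblasts was examined for the mixture of cell types in the mural class. Within vascular SMC alone the mean distance was 0.625, within pericytes 0.708, and within single fibroblast clusters 0.590 to 0.670. Within a line, pericytes lay above every fibroblast cluster in both lines that have them. Vascular SMC lay above the fibroblast clusters in PdgfrbGFP (0.617 against 0.578 to 0.597) and above the only one in Cspg4dsRED (0.647 against 0.622), and between them in Acta2GFP (0.612 against 0.554 to 0.636). The fibroblasts of the PdgfraGFP line as a whole had 0.703. So a wider spread within single mural types is seen in 2 of 3 lines for vascular SMC, and the share of the mixture of types in the larger spread cannot be told apart from it with 3 lines.

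All mice were male by the paper's methods. Without thinning, *Xist* was seen in 1.58% to 5.73% of the cells of a line, and *Kdm5d* in 31.9% to 42.4%.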
